# Transcriptomic analysis reveals flavonoid biosynthesis of *Syringa oblata* Lindl. in response to different light intensity

**DOI:** 10.1186/s12870-019-2100-8

**Published:** 2019-11-11

**Authors:** Yan-Yan Liu, Xing-Ru Chen, Jin-Peng Wang, Wen-Qiang Cui, Xiao-Xu Xing, Xue-Ying Chen, Wen-Ya Ding, Bello-Onaghise God’spower, Nsabimana Eliphaz, Meng-Qing Sun, Yan-Hua Li

**Keywords:** *Syringa oblata* Lindl., Rutin, Flavonoid biosynthetic pathway, Light intensity, Metabolite, Transcriptome

## Abstract

**Background:**

Hazy weather significantly increase air pollution and affect light intensity which may also affect medicinal plants growth. *Syringa oblata* Lindl. (*S. oblata*), an effective anti-biofilm medicinal plants, is also vulnerable to changes in plant photoperiods and other abiotic stress responses. Rutin, one of the flavonoids, is the main bioactive ingredient in *S. oblata* that inhibits *Streptococcus suis* biofilm formation. Thus, the present study aims to explore the biosynthesis and molecular basis of flavonoids in *S. oblata* in response to different light intensity.

**Results:**

In this study, it was shown that compared with natural (Z_0_) and 25% ~ 35% (Z_2_) light intensities, the rutin content of *S. oblata* under 50% ~ 60% (Z_1_) light intensity increased significantly. In addition, an integrated analysis of metabolome and transcriptome was performed using light intensity stress conditions from two kinds of light intensities which *S. oblata* was subjected to: Z_0_ and Z_1_. The results revealed that differential metabolites and genes were mainly related to the flavonoid biosynthetic pathway. We found out that 13 putative structural genes and a transcription factor *bHLH* were significantly up-regulated in Z_1_. Among them, integration analysis showed that 3 putative structural genes including *4CL1*, *CYP73A* and *CYP75B1* significantly up-regulated the rutin biosynthesis*,* suggesting that these putative genes may be involved in regulating the flavonoid biosynthetic pathway, thereby making them key target genes in the whole metabolic process.

**Conclusions:**

The present study provided helpful information to search for the novel putative genes that are potential targets for *S. oblata* in response to light intensity.

## Background

Hazy weather is a normal event in China [1] that can severely increase the occurrence of air pollution [2]. It is characterized by scattering of particles which constitute the main factor for visibility degradation [3, 4]. On a longer timescale, these pollutants from China may affect North America, the Pacific and the Arctic, making Chinese air pollution a global problem [5]. Its direct result is that plants receive less light than in better weather condition. However, the plants in their natural habitats need to modify their growth and development to suit various environmental conditions including light signals [6], cold hardiness, drought resistance and shade abilities [7]. High light intensity [8] and UV-B radiation [9] also play an important role in the regulation of the flavonoids biosynthesis which is one of the most intensively studied area [10, 11]. It is well-known that flavonoids are the main secondary metabolites in medicinal plants in nature and have various biological functions, such as flower pigmentation, pollen fertility, plant microbe interaction, protection from UV radiation [12], antioxidant functions [13], anti-fungal and anti-bacterial properties [14]. Rutin is one of the well-known flavonoids in plants and has been reported as the main bioactive ingredient in *S. oblata* that inhibits *Streptococcus suis* (*S. suis*) biofilm formation [15]. Thus, it is unknown whether the concentration of flavonoids in *S. oblata* is affected by different light intensity groups and the effect of secondary metabolites against the formation of biofilm by *Staphylococcus xylosus* (*S. xylosus*) remains unexplored.

Recently, metabolomics analysis and transcriptomics [16, 17] have been successfully applied as connection networks in identifying differential gene expression in several plants, including *Yukon thellungiella* [18], sunflower [19] and *Nicotiana tabacum* [20]. However, no studies on bio-information analysis and functional identification have been published exploring the molecular mechanism of the secondary metabolite of flavonoid biosynthesis in the absence of *S. oblata* genomic information. Transcriptome sequencing [21, 22] is a rapid technique for obtaining functional genomic information that is widely used to determine gene structures and expression profiles in medicinal plants. Nevertheless, de novo assembly of RNA-Seq data makes it possible to conduct gene analysis in the absence of reference genomes [23, 24].

In this study, biofilm formation and flavonoids biosynthesis were examined under different light intensity groups in *S. oblata.* First, the changes in rutin content and the effect of *S. oblata* against the formation of biofilm by *S. xylosus* were tested in vitro in different months and different light intensity groups. Then, under the different light intensity groups, the presence of flavonoids in *S. oblata* were detected using histochemical method. Finally, comparative metabolomic and transcriptomic analysis were performed to identify the differentially expressed metabolites and genes. To the best of our knowledge, the study offers a new approach to the use of multi-omics technology for high-throughput sequencing in elucidating the molecular mechanism underlying the changes in the rutin content and flavonoid accumulation in *S. oblata* under different light intensity groups.

## Results

### Biofilm formation ability of *S. xylosus*

The study involves the evaluation of the biofilm inhibitory properties of rutin and *S. oblata* extract against *S. xylosus* biofilm formation during the period of different months and light intensity groups (Fig. 1a and Fig. 2a). The results revealed that 0.8 mg/mL of rutin significantly inhibited biofilm formation compared with the control (*p* < 0.05) (Fig. 1b). And the results showed that the MICs of all the different months of *S. oblata* against *S. xylosus* was 62.5 mg/mL, and 1/2 MIC (31.25 mg/mL) of the different months was able to significantly inhibit biofilm formation compared with the positive control (*p* < 0.05) (Fig. 1c). Furthermore, the MICs of Z_0_, Z_1_ and Z_2_ of *S. oblata* against *S. xylosus* were 62.5 mg/mL, 31.25 mg/mL and 31.25 mg/mL, respectively. Among them, the results revealed that in comparison with positive control, 1/2 MIC (15.625 mg/mL) of Z_1_ and Z_2_ significantly inhibited *S. xylosus* biofilm formation as against 1/2 MIC (31.25 mg/mL) of Z_0_ (*p* < 0.05) (Fig. 1d). This indicated that *S. oblata* had the highest ability to inhibit the formation of *S. xylosus* biofilm only when subjected to light intensity.

**Fig. 1:**
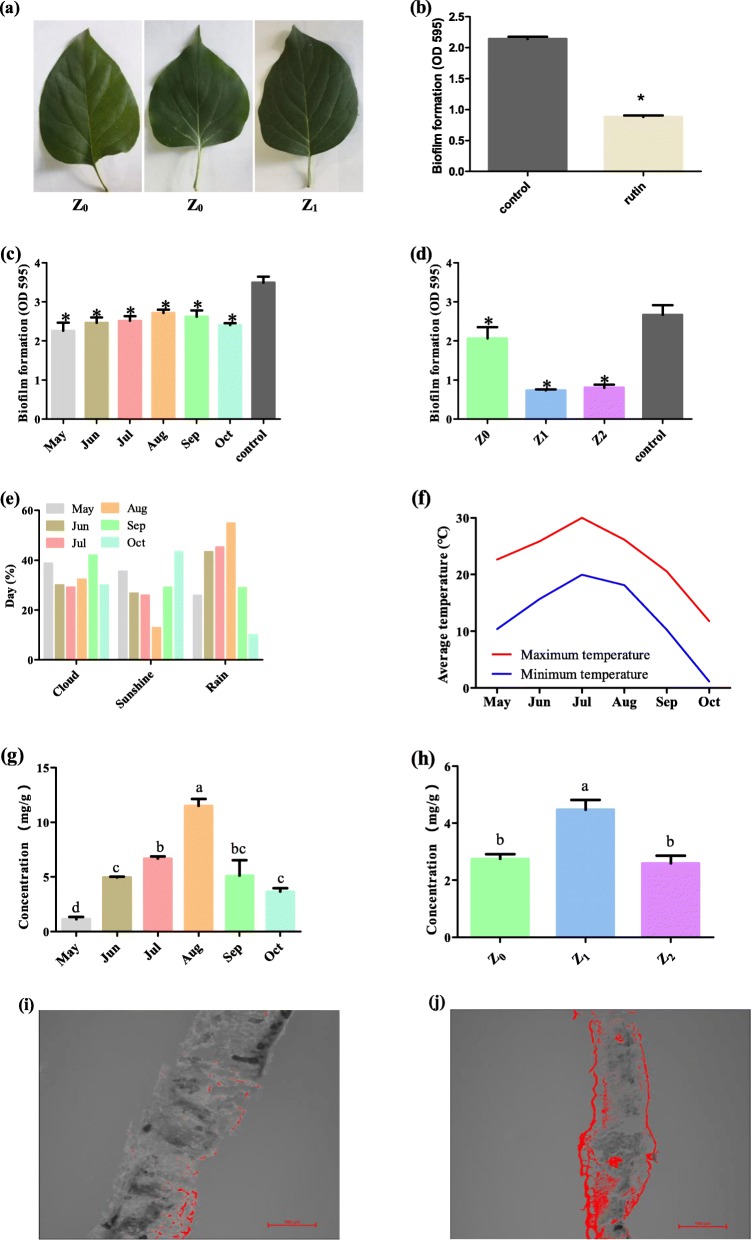
The leaves of *Syringa oblata* Lindl. grow under different light intensities such as natural (Z_0_), 50% ~ 60% (Z_1_) and 25% ~ 35% (Z_2_) light intensity (**a**). The inhibition of *S. xylosus* ATCC 700404 biofilm formation by rutin (**b**) the biological activity of *Syringa oblata* Lindl. against the formation of biofilm by *S. xylosus* ATCC 700404 during the different months (**c**) and light intensity (**d**) groups. The control (**b**, **c** and **d**) is *S. xylosus* ATCC 700404. Z_0_, Z_1_ and Z_2_ were natural, 50% ~ 60 and 25% ~ 35% light intensity, respectively. *p < 0.05 represents significantly different treatment means compared to untreated control bacterial culture. Changes in weather (**e**) and average temperature change (**f**) in different months in 2017. The rutin content of *Syringa oblata* Lindl. with different months (**g**) and light intensity (**h**) groups. Flavonoid accumulation in *Syringa oblata* Lindl. leaf cross sections detected by DPBA fluorescence (red) in natural (Z_0_) and 50% ~ 60% (Z_1_) light intensity in (**i**) and (**j**)

**Fig. 2:**
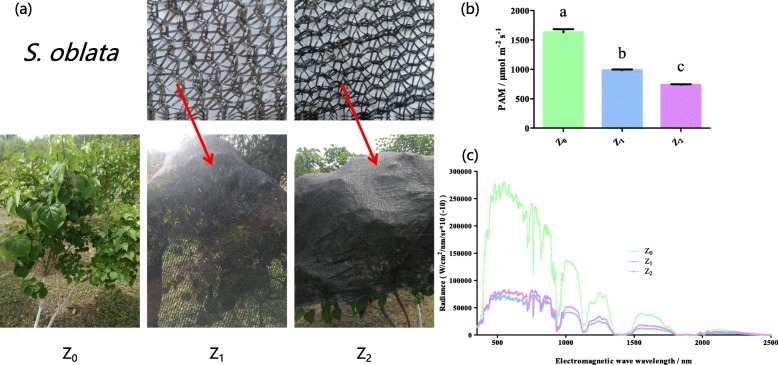
Different light intensity treatment design of *Syringa oblata* Lindl. in natural (Z_0_), 50% ~ 60% (Z_1_) with a black net and 25% ~ 35% (Z_2_) light intensity with a black net (**a**). (**b**) and (**c**) represent the photosynthetically active radiation (PAR) and light reflection of *Syringa oblata* Lindl. under different treatments in July in 2017, respectively

### Variations in the rutin content

In order to evaluate whether the content of rutin was influenced by the 6 months (May to October) and three light intensity groups (Z_0_, Z_1_ and Z_2_), two experiments were conducted. The trends of the daily sunshine, rainfall, and atmospheric temperature all through the months in the first experiment are shown in Fig. 1e, f. It revealed that the rutin content in May was 1.3331 ± 0.5612 mg/g, and then it increased to the highest value (11.0787 ± 0.9570 mg/g) in August. Then, it decreased in September (5.0921 ± 1.8441 mg/g) and October (3.6752 ± 0.7840 mg/g) (Fig. 1g). At the same time, the trend of the daily sunshine and rain fall all through the months were negatively and positively correlated with the content of rutin, respectively (Fig. 1g). The air pollution indices in August and September were more excellent than those obtained in other months, the values were obtained from the Website (https://www.aqistudy.cn/historydata/) (Additional file 1: Table S1). At the same time, lower particles such as ambient particulate matter (PM 2.5 and PM 10) could enhance solar radiation, thus enhancing ambient temperature and biological plant growth rates [25]. This finding is in agreement with previously findings reported on the content of rutin in Fructus Sophorae which peaked in mid-August, then declined gradually [26]. Furthermore, in the second experiment, the photosynthetically active radiation (PAR) and light reflection values of Z_1_ and Z_2_ measured by spectrometer were significantly lower than Z_0_ (Fig. 2b, c). The study revealed that the amount of rutin in *S. oblata* in September significantly increased in Z_1_ (4.4729 ± 0.7738 mg/g) when compared with Z_0_ (2.7518 ± 0.2854 mg/g) and Z_2_ (2.5921 ± 0.5419 mg/g) (*p* < 0.05) (Fig. 1h). Due to insufficient exposure of the leaves to light, the flavonoid content decreased after excessive shading which is also the reason why the rutin content in Z_2_ was lower than Z_1_. Therefore, Z_0_ and Z_1_ of *S. oblata* were selected and used for the next phase of studies [27].

### Histochemical analysis of flavonoids with different light intensity groups

Flavonoid accumulation in plants can be visualized using DPBA, a reagent, which indicates the presence of many flavonoids in histochemical analysis [28]. Leaves were stained with DPBA. Cross-sections of green fluorescence were observed in *S. oblata* (Fig. 1i, j) using LCSM. This finding is in agreement with earlier findings previously reported [28] that the presence of flavonoids was confirmed in different light intensity groups, especially observable in the epidermal cell layers and vascular bundles [29, 30]. To visualize the accumulation of flavonoids in leaf tissue more quantitatively and precisely, DPBA imagery was used. The results showed that the green fluorescence area of Z_1_ (2707423) was also larger than Z_0_ (903,872.5) after handling them with ImageJ (https://imagej.nih.gov/ij/index.html) [31].

### Metabolites analysis with different light intensity groups

To identify key metabolic alteration after different light intensity groups, the metabolite levels between Z_0_ and Z_1_ were compared using LC-MS analysis. All data on retention time, exact mass, and peak intensity were recorded for multiple statistical analysis, including principal component analysis (PCA) (Fig. 3a, b) and partial least squares-discriminate analysis (PLS-DA) (Fig. 3c, d). These analytical methods revealed a trajectory of the different light intensity groups by the combination of the two main components. Volcano plot can visually screen for differentially expressed metabolites of *S. oblata* between the different light intensity groups. All metabolites from secondary mass spectrometry identification statistics were significantly different by ratio ≥ 2 or ratio ≤ 1/2, *q*-value≤0.05 and VIP ≥ 1 in different ion modes. The result showed that there were 7402 and 9481 total metabolites in the negative and positive ions modes contained as (1212, 1553) up-regulated and (1439, 1749) down-regulated metabolites, respectively (Fig. 3e, f). Furthermore, the secondary metabolite matching to specific biosynthesis pathways in terms of the number of matches in the positive and negative ions modes were enriched and analyzed by the KEGG pathway. The results showed that the secondary metabolite biosynthesis pathways were mainly matched to isoquinoline alkaloid biosynthesis, glucosinolate biosynthesis, and flavonoid biosynthesis (Table 1).

**Fig. 3:**
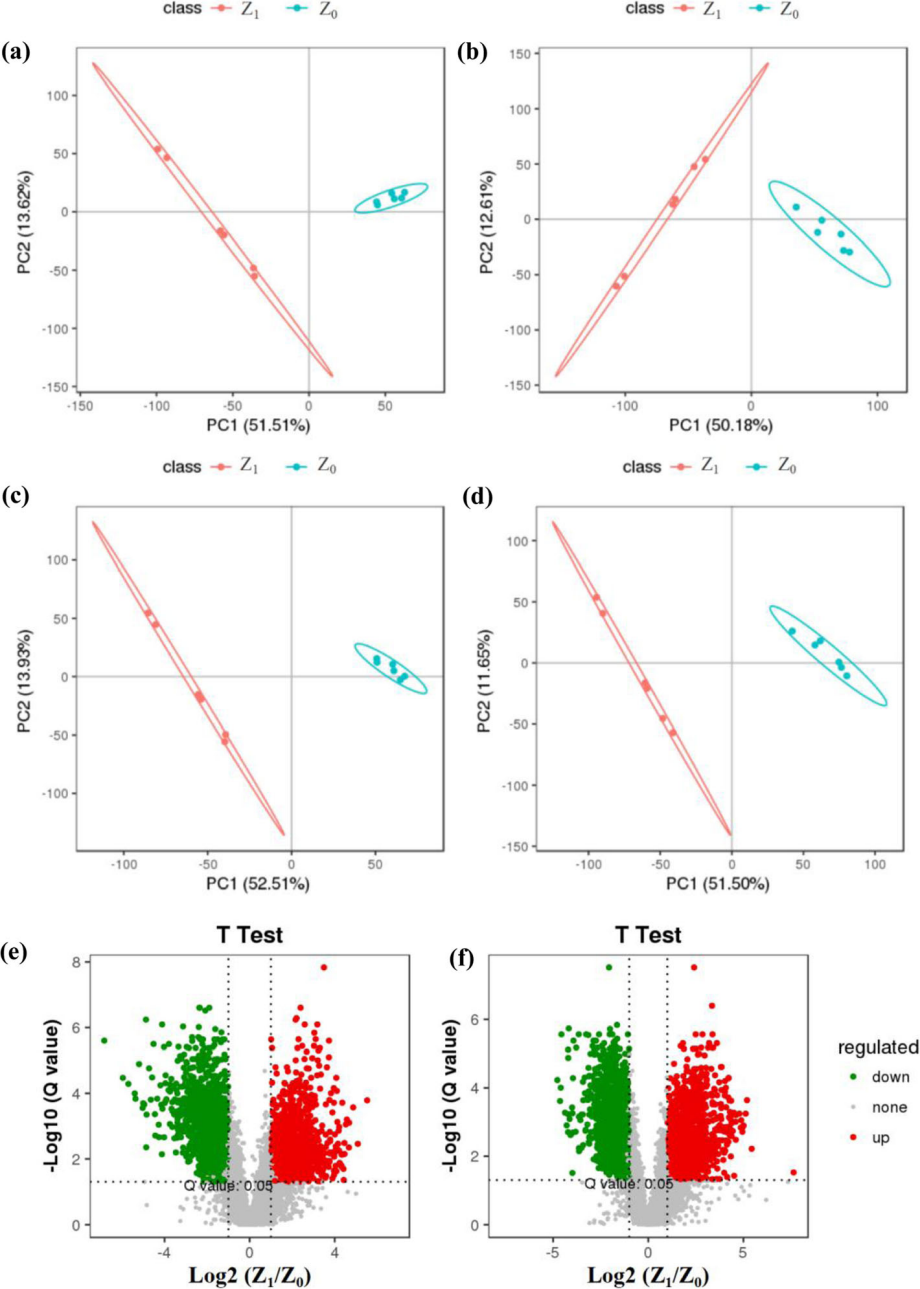
PCA, PLS-DA and Volcano of natural (Z_0_) and 50% ~ 60% (Z_1_) light intensity treatment of *Syringa oblata* Lindl. in the negative (**a**, **c**, **e**) and positive (**b**, **d**, **f**) ion modes

**Table 1:** KEGG pathway analysis on biosynthesis of other secondary metabolites

Pathway	Number of Compound (Detected)			Pathway ID
	All	Negative	Positive	
Isoquinoline alkaloid biosynthesis	93	37	64	map00950
Glucosinolate biosynthesis	75	19	28	map00966
Flavonoid biosynthesis	68	52	43	map00941
Tropane, piperidine and pyridine alkaloid biosynthesis	68	8	30	map00960
Phenylpropanoid biosynthesis	66	33	47	map00940
Anthocyanin biosynthesis	66	20	44	map00942
Isoflavonoid biosynthesis	63	52	44	map00943
Flavone and flavonol biosynthesis	49	38	35	map00944
Indole alkaloid biosynthesis	47	25	28	map00901
Monobactam biosynthesis	39	21	22	map00261
Carbapenem biosynthesis	32	11	11	map00332
Stilbenoid, diarylheptanoid and gingerol biosynthesis	25	12	16	map00945
Betalain biosynthesis	24	10	15	map00965
Caffeine metabolism	21	11	7	map00232
Benzoxazinoid biosynthesis	9	3	4	map00402
Acridone alkaloid biosynthesis	7	4	5	map001058

### Transcriptome sequencing and data analysis with different light intensity groups

Transcriptome sequencing results and sequence assembly.

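RNA from leaves of *S. oblata* was sequenced in 4 libraries, 2 from natural light (Z0-1 and Z0-2) and 2 from 50% to 60% light intensity (Z1-1 and Z1-2), which the labels describe as 40% to 50% shading. The labels name genomic DNA as the molecule, while their extraction text and the paper describe RNA, and the values are taken as RNA-seq here. The 10 unigenes whose best Swiss-Prot match is a carlavirus, a genus of plant RNA viruses, held 22.8% and 13.9% of the expression in Z0-1 and Z0-2, and 0.147% and 0.0505% in Z1-1 and Z1-2. The 5648 unigenes whose best Nr match lies in rice (*Oryza*) summed to 2955, 2940 and 2436 TPM in Z0-1, Z0-2 and Z1-1, and to 32956 TPM in Z1-2. The 10 most abundant unigenes of each library held 32.3%, 23.2%, 12.0% and 14.9% of the expression in Z0-1, Z0-2, Z1-1 and Z1-2. Pearson's r of log2(TPM + 1) was 0.913 between the Z0 libraries, 0.801 between the Z1 libraries and at most 0.745 between a Z0 and a Z1 library; it was taken across unigenes, which are not independent replicates.

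The authors' deposited table gives TPM, a measure scaled to the same total in every library, for 73159 unigenes, as Salmon estimated them on the Trinity 2.4.0 assembly. TPM keep no record of the number of reads, so the depth of each library is unknown, and a unigene's level in 1 library depends on what else that library holds. Here log2(TPM + 1) was compared between the conditions with limma, a linear model that shares the spread across unigenes. A unigene counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. Fold changes on the log2(TPM + 1) scale understate the change of unigenes of low level. An exact test of 2 libraries against 2 cannot give a p below 0.333, so none was run. The paper gives 2 biological repeats and 5 trees per group without saying which trees entered which library, so p-values measure only the spread between these samples. Light, the trees sampled and the level of the carlavirus follow the same split of the libraries. No difference between Z0 and Z1 given here can therefore be assigned to light alone.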

In order to understand the potential molecular synthesis mechanisms, four RNA-seq libraries were constructed by Z_0_ and Z_1_. These RNA-seq libraries were subjected to pair-end reading with the Illumina HiSeq 4000 platform. In addition, since there is no reference genome sequence in *S. oblata*, all clean reads were de novo assembled into contigs using the Trinity software, and reads were mapped back to contigs, redundancy was removed and the longest transcripts were defined as unigene. 

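The assembled unigenes summed to 52090718 nt, with lengths from 201 to 10795 nt and a median of 430 nt, and unigenes of at least 1116 nt held 50% of that sum. Unigenes with a match in the Nr protein database had a median length of 706 nt, against 295 nt for those with none. Unigenes listed at 0 TPM numbered 8380 in Z0-1, 9896 in Z0-2, 9498 in Z1-1 and 3310 in Z1-2, and those with at least 1 TPM numbered 45866, 45665, 53111 and 60105. Of the rice-matched unigenes, 4035 had at least 2 TPM in Z1-2 and under 0.3 TPM in each of the other libraries. Every unigene of the table reached at least 1.01 TPM in 1 library, so a filter at 1 TPM removes none.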

The final assembly of *S. oblata* had 73,159 unigenes with an N 50 length of 1116 nucleotides (nt) (Table 2).

**Table 2:** Summary of assembly results of *Syringa oblata* Lindl

Index	All	GC%	Min Length	Median Length	Max Length	Total Assembled Bases	N50
Transcript	162,354	41.20	201	575.00	10,795	134,100,053	1225
Gene	73,159	41.63	201	430	10,795	52,090,718	1116

Unigenes sequence functional annotation.

For functional annotation of the *S. oblata* transcriptome, all assembled unigenes of the 73,159 unigenes were BLASTed against 6 public databases, including NCBI_nr, eggNOG, Swiss-Prot, Pfam, KEGG and GO databases using the DIAMOND [32] program with E-value threshold of 1E-5. From the results in Table 3, a total of 34,764 (42.19%) sequences showed high homology to public databases. Among them, 36,713 (50.18%), 19,592 (26.78%), 32,939 (45.02%), 29,896 (40.86%), 42,229 (57.72%), 42,374 (57.92%) unigenes were annotated in the GO, KEGG, Pfam, Swiss-Prot, eggNOG and Nr databases, respectively.

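Counted from the table, 44599 unigenes (61.0%) had an entry in at least 1 of the 6 databases and 15782 (21.6%) in each of them, and 41241 had an eggNOG entry. Best Nr matches lay most often in *Sesamum* (14255 unigenes, 33.6% of those with a match), which belongs to the same plant order as *Syringa*. *Oryza* came next with 13.3% of the matches, followed by *Erythranthe* (2874 unigenes), *Nicotiana* (2107), *Dorcoceras* (1665) and *Coffea* (1648). *Sesamum*-matched unigenes summed to 205221 and 238284 TPM in the Z0 libraries and 292049 and 267102 TPM in the Z1 libraries. *Anthurium*-matched unigenes (988) summed to 16099 and 18703 TPM in Z0 and to 1869 and 2047 TPM in Z1. Unigenes with any Nr match held 67.9% and 75.7% of the expression in Z0-1 and Z0-2, and 85.7% and 85.3% in Z1-1 and Z1-2. These sums were not tested. A best match names the nearest protein in the database and does not by itself give the species a unigene came from.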

**Table 3:** Summary of functional annotation of *Syringa oblata* Lindl

DB	Num	Ratio (%)
All	73,159	100.00
GO	36,713	50.18
KEGG	19,592	26.78
Pfam	32,939	45.02
swissprot	29,896	40.86
eggNOG	42,229	57.72
NR	42,374	57.92

Analysis of the Differentially Expressed Genes (DEGs).

The DEGs of the four transcriptome libraries were identified with significant differences expression under the thresholds of log 2 (Fold-change) over 1 and FDR less than 0.001 with an adjusted *p-value* < 0.05. In this study, the expression of genes was calculated by TPM. According to the expression differences, a total of 73,159 genes were detected using KEGG pathway analysis, and only 8015 genes displayed significant changes in expression levels between Z_0_ and Z_1_. The numbers of up-regulated and down-regulated unigenes were 4568 and 3447, respectively in volcano (Additional file 1: Figures S1, S2).

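Of the unigenes tested, 2344 were higher and 1317 lower in Z1 (3661 in all, 17714 at an unadjusted p under 0.05 from limma with the same fold threshold). The number depends strongly on the settings. Adding 0.1 instead of 1 to TPM before the logarithm gave 553 changed unigenes and adding 5 gave 0, as did an FDR of 0.001. Among changed unigenes with a protein name, a mean of at least 10 TPM in the higher condition and no overlap between the conditions, the 8 with the highest fold change included receptor kinases and terpene synthases. A unigene named RPL18AC, a protein of the large ribosomal subunit, had 2.61 and 0.75 TPM in Z0 and 377.18 and 232.19 TPM in Z1 (log2 fold change 6.88, standard error 0.46, adjusted p = 0.0334 from limma). The cysteine-rich receptor-like kinases CRK8 and CRK35 had log2 fold changes of 6.38 and 6.04, lachrymatory-factor synthase (LFS) 5.87, an EG45-like protein 5.79, and the high-affinity nitrate transporter NRT2.5 5.33. Germacrene A synthase and vetispiradiene synthase, which form sesquiterpenes, had 5.42 and 5.27. Of the 8 lowest, 6 were carlavirus-matched, with log2 fold changes from -8.02 to -6.54; the coat protein unigene DN38282_c1_g1 had 120688 and 57676 TPM in Z0 and 697 and 291 TPM in Z1. The others were the NRT1/PTR family transporter NPF5.10 at -4.72 and HINT1 at -4.30. NRT2.5 and HINT1 had at least 5 TPM in both libraries of 1 condition and under 0.5 TPM in both of the other. Unigenes of that kind were short, and fragments of the assembly or alleles of different trees were not excluded. With TPM summed per Trinity component, a setting chosen after seeing the data, limma called 5 components. Calls of single unigenes thus need not hold for their components.

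The median log2 fold change of all unigenes was 0.45. Scaling by the median ratio of well-expressed unigenes lowered this median by 0.22 on the log2 scale, to 0.23, and gave 1620 higher and 1899 lower unigenes; the trimmed mean of M values (TMM) lowered it by 0.33 and gave 1385 higher and 2341 lower. Without Z0-1, Z0-2 or Z1-2 limma called 0 unigenes (13482, 12457 and 14713 at an unadjusted p under 0.05), and without Z1-1 it called 8378, of which 8233 were higher in Z1.

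**Figure D1:**
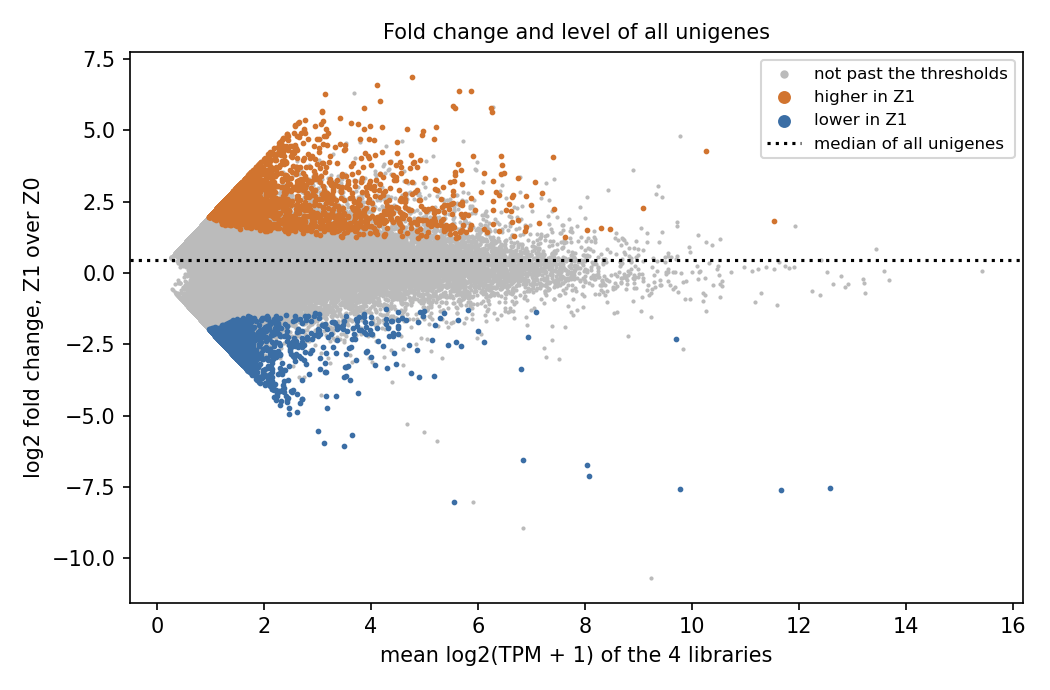
Log2 fold change of Z1 over Z0 (vertical axis) against the mean log2(TPM + 1) of the 4 libraries (horizontal axis) for each unigene, with the 2344 higher in Z1 in orange, the 1317 lower in blue and the others in grey. The dotted line marks the median of 0.45, and the carlavirus-matched unigenes of high level lie at the bottom right.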

GO analysis was performed again based on DEGs in Additional file 1: Figure S3. Of the 36,713 unigenes, 26,072 DEGs were divided into 3 GO terms such as biological process (9588), cellular component (7847) and molecular function (8637). Among them, the most frequently annotated genes involved in the biological process were biological process (627), regulation of transcription, DNA-templated (337) and protein phosphorylation (303). The most frequently annotated genes involved in the cellular component were nucleus (1206), plasma membrane (922) and integral component of membrane (708). And also, the most frequently annotated genes involved in the molecular function were molecular function (607), protein serine/threonine kinase activity (390) and ATP binding (348). 

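Kinase and receptor terms had the lowest p among GO terms tested for enrichment in changed unigenes. Of 1652 unigenes with the term protein serine/threonine kinase activity, 118 were higher and 24 lower in Z1 (adjusted p = 7.11e-20, Fisher's exact test). Cell surface receptor signaling had 27 higher and 3 lower of 140, protein phosphorylation 83 higher and 21 lower of 1443, and defense response 53 higher and 9 lower of 766. Plasma membrane had 187 higher and 71 lower of 5187, menthol biosynthetic process 5 higher of 10 and sesquiterpene biosynthetic process 5 higher of 14, and these 6 terms also passed at adjusted p from 1.25e-12 to 0.0117. DNA helicase activity (18 of 87 changed) and telomere maintenance (15 of 75) passed as well. These counts of higher and lower unigenes are for TPM as deposited. Over all unigenes, higher calls made up 64.0% as deposited, 46.0% under median-ratio scaling and 37.2% under TMM. The balance of higher and lower within a term may therefore depend on the scaling.

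Of the broad terms, nucleus had 293 changed unigenes of 9948 (adjusted p = 1), integral component of membrane 168 of 4816, biological process 152 of 4872, molecular function 126 of 4572, ATP binding 109 of 2602 and regulation of transcription, DNA-templated 79 of 2230. None of these 6 terms passed Fisher's exact test after adjustment, ATP binding having an unadjusted p of 0.0278 and the others p of 0.465 or more. In all, 26 of 2217 terms passed, against a background of 36560 unigenes with usable GO terms, of which 1277 (3.49%) changed. Limma called 0 unigenes of the kinase term without Z0-1, Z0-2 or Z1-2, while 538 had an unadjusted p under 0.05 over all libraries, and 169 were called without Z1-1.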

The KEGG function annotation were performed and ggplot 2 was used to analyze the KEGG enrichment results as a scatter plot (Fig. 4). 

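Terpenoid, stilbenoid and amino sugar pathways, and those of DNA replication and repair, made up most of the pathways that passed the test. In sesquiterpenoid and triterpenoid biosynthesis, 9 of 70 unigenes rose and 0 fell (12.9%, adjusted p = 0.0342 from Fisher's exact test; 23 rose and 1 fell when adjusted over the list alone). They included the premnaspirodiene oxygenase CYP71D55 DN27786_c0_g1, which adds oxygen to a sesquiterpene, at 10.8 and 35.1 TPM in Z0 and 459 and 277 TPM in Z1 (log2 fold change 4.12, standard error 0.61, adjusted p = 0.0451 from limma), and 5-epi-aristolochene synthase 2 at a log2 fold change of 2.51. With camera, which compares a list with all other unigenes, this list was higher (adjusted p = 0.0212), a call lost with an estimated correlation (p = 0.179). In amino sugar and nucleotide sugar metabolism 64 of 802 rose and 12 fell (adjusted p = 7.41e-10; 138 and 27 adjusted over the list alone); the members with the highest levels were CRK8, the endochitinase EP3 (3.49) and the wall-associated kinase WAKL8 (2.85), which rose, and phosphoglycolate phosphatase gph1 (-1.37), an enzyme of photorespiration, which fell. CRK8 and WAKL8 are kinases by name, so the counts of the amino sugar pathway need not describe sugar metabolism alone. Under TMM the sesquiterpenoid counts stayed at 9 and 0, and those of amino sugars were 39 and 24.

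Stilbenoid, diarylheptanoid and gingerol biosynthesis had 8 higher and 4 lower of 99 (12.1%, adjusted p = 0.0130), mismatch repair 17 higher and 14 lower of 226 (13.7%, adjusted p = 1.41e-07), DNA replication 20 higher and 14 lower of 260 (13.1%), homologous recombination 34 changed of 319 (10.7%), glycine, serine and threonine metabolism 23 of 224 (10.3%), nucleotide excision repair 34 of 365 (9.32%) and plant-pathogen interaction 86 of 1567 (5.49%, adjusted p = 0.0400). A unigene can belong to more than 1 pathway. Mismatch repair and DNA replication summed to nearly the same TPM, 2120 and 2173 in Z0-1 and 2584 and 2649 in Z1-2. The replication and repair pathways are therefore not to be read as separate results, and their overlap was not counted. The balance of the calls in the replication and repair pathways turns with scaling, to 8 higher and 21 lower for mismatch repair, 10 and 22 for DNA replication and 9 and 23 for homologous recombination under TMM (9 and 19, 11 and 19, and 10 and 22 under median ratio), and stilbenoid biosynthesis had 8 and 6 under median ratio and 6 and 7 under TMM, with a median log2 fold change of all members of 0.69 as deposited and 0.46 under TMM. The median of all unigenes was 0.45 as deposited and 0.12 under TMM. Without rice-matched unigenes, a setting chosen after seeing the data, the stilbenoid median was 0.30, against 0.37 for all unigenes. Flavonoid biosynthesis had 8.00% changed (adjusted p = 0.261), vitamin B6 metabolism 9.59% (0.254) and limonene and pinene degradation 9.09% (0.199). Of 22 unigenes of other types of O-glycan biosynthesis and 34 of glucosinolate biosynthesis, 0 changed at an adjusted p under 0.05 from limma. Over the 19592 unigenes with a KEGG pathway, 4.07% changed, and 9 of 132 pathways passed. Fisher's exact test takes unigenes as independent here too. With TPM summed per Trinity component, where limma called 5 components, 0 pathways passed. Leaving out Z0-1, Z0-2 or Z1-2 left 0 pathways, since limma then calls no unigene, and leaving out Z1-1 left 5.

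**Figure D2:**
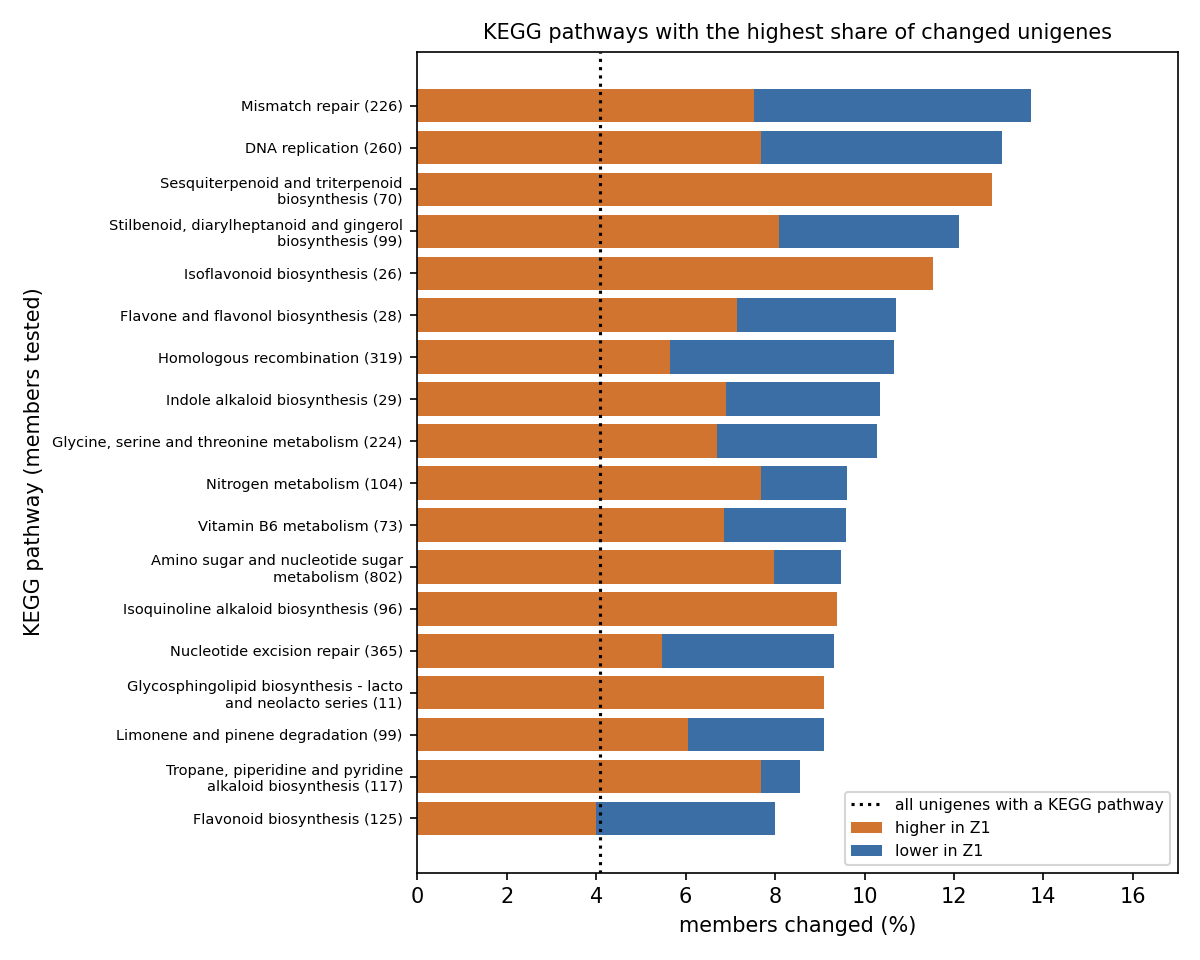
Share of the tested members of each KEGG pathway that changed (horizontal axis, in percent), for the 18 pathways with the highest share, with the part higher in Z1 in orange and the part lower in blue and the number of members in brackets. The dotted line marks the 4.07% of all unigenes with a KEGG pathway, and flavonoid biosynthesis stands at 8.00%.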

The results showed that the top 10 pathways for KEGG enrichment were other types of O-glycan biosynthesis, sesquiterpenoid and triterpenoid biosynthesis, glucosinolate biosynthesis, caffeine metabolism, stilbenoid, diarylheptanoid and gingerol biosynthesis, anthocyanin biosynthesis, flavonoid biosynthesis, vitamin B6 metabolism, diterpenoid biosynthesis and limonene and pinene degradation.

**Fig. 4:**
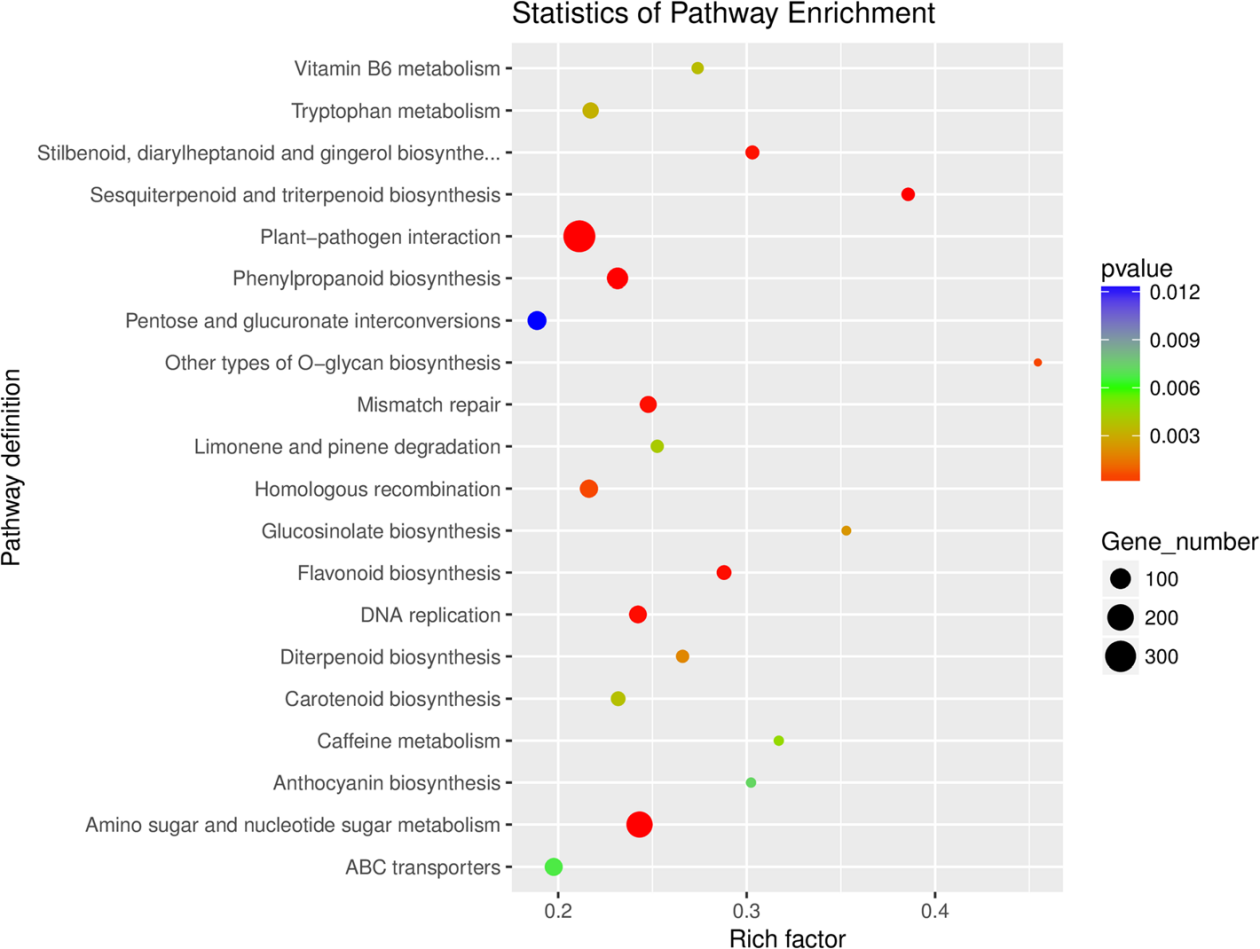
The significantly enriched KEGG pathway of Unigenes in *Syringa oblata* Lindl

### Integration of metabolites and expressed Unigenes with different light intensity groups

Differential metabolites of flavonoid biosynthesis pathway.

All metabolites related to flavonoid biosynthesis pathway were significantly differentiated by the ratio > 2 or ratio ≤ 1/2, *q-value* ≤ 0.05 and VIP ≥ 1. It included rutin, kaempferol, naringin, tras-2-hydroxycinnamic acid, 3,4-dihydroxyhydrocinnamic acid, astragalin, daidzin, glycitin, L-phenylalanine, N-acetyl-, luteolin, quercetin 3′-methyl ether and so on (Table 4).

**Table 4:** Types of differences in secondary metabolites in the phenylpropanoid pathway

Correlation	ID	RankMS2ident	Ratio	q-value	VIP	Regulated
neg	M609 T415	Rutin	4.49	0.006	1.46	up
neg	M285 T182	Kaempferol	3.41	0.006	1.39	up
neg	M223 T280	Tras-2-Hydroxycinnamic acid	0.45	0.006	1.11	down
neg	M579 T201	Naringin	0.47	0.006	1.06	down
pos	M317 T170	Quercetin 3′-methyl ether	3.20	0.007	1.25	up
pos	M449 T177	Astragalin	3.09	0.021	1.29	up
pos	M287 T178	Luteolin; Kaempferol	3.11	0.007	1.39	up
pos	M381 T271	Daidzin	0.45	0.006	1.09	down
pos	M268 T316	L-Phenylalanine, N-acetyl-	0.32	0.007	1.40	down
pos	M224 T38	3,4-Dihydroxyhydrocinnamic acid	0.40	0.007	1.21	down
pos	M447 T297	Glycitin	0.34	0.021	1.31	down

Differentially expressed Unigenes of flavonoid biosynthesis pathway.

Based on metabolite results, the content of rutin in *S. oblata* was significantly increased at Z_1_ compared with Z_0_. At the same time, combined with the results of transcriptome sequencing, it was observed that differential metabolite and DEGs were both related to the flavonoid biosynthetic process by GO and KEGG annotation analysis. Thus, based on TPM, 13 putative structural genes and 1 putative regulatory gene involved in the flavonoid biosynthesis pathway were screened as shown in Fig. 5. 

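Of 125 unigenes of the KEGG flavonoid biosynthesis pathway, 5 rose and 5 fell in Z1, and 115 did not pass the test (15 rose and 7 fell when adjusted over the list alone). Those that rose included 4 that the study chose on these libraries (CYP73A, both HST and CYP75B1), so their direction is not independent evidence, and a unigene with the Swiss-Prot name purine permease 3 (PUP3, log2 fold change 3.37, standard error 0.22, adjusted p = 0.0334 from limma). Among those that fell was flavonol synthase/flavanone 3-hydroxylase (FL, DN34411_c1_g1), an enzyme of flavonol formation, at 65.9 and 66.3 TPM in Z0 and 24.1 and 24.8 TPM in Z1 (log2 fold change -1.40, standard error 0.19, adjusted p = 0.0405). A spermidine hydroxycinnamoyl transferase (SHT, -3.35) and the cytochrome P450 CYP76C1 (-2.34) fell too; SHT was named after its value was seen. Of 458 unigenes of phenylpropanoid biosynthesis 23 rose and 7 fell (30 and 11 adjusted over the list alone), among them cinnamoyl-CoA reductase CCR1 (2.38), an enzyme of lignin formation, 8-hydroxygeraniol dehydrogenase 10HGO (1.59) and the aldehyde dehydrogenase ALDH2C4 (1.47), and these 3 calls are lost under TMM scaling. Under TMM the counts were 11 higher and 14 lower for phenylpropanoid and 3 and 7 for flavonoid biosynthesis, and under median ratio 17 and 11, and 4 and 5, so the balance of the calls depends on the scaling. The median log2 fold change of all members stayed positive, at 0.72 for flavonoid and 0.63 for phenylpropanoid biosynthesis as deposited, 0.50 and 0.40 under median ratio and 0.38 and 0.29 under TMM. That of all unigenes was positive too, at 0.45, 0.23 and 0.12. Without rice-matched unigenes, a setting chosen after seeing the data, the medians were 0.46 for flavonoid and 0.43 for phenylpropanoid biosynthesis. For all unigenes it was then 0.37.

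The most abundant member of each enzyme family did not pass the test except CYP76C1, which was matched to the flavonoid 3',5'-hydroxylase list. Log2 fold changes were 2.32 for leucoanthocyanidin dioxygenase ANT17 (adjusted p = 0.0716), 1.02 for flavonoid 3'-monooxygenase CYP75B2 (0.0815), 0.97 for trans-cinnamate 4-monooxygenase CYP73A4 (0.209), 0.90 for the flavonoid glucosyltransferase GT3 (0.0839), 0.67 for a DMR6-named unigene of the flavonol synthase list (0.180), 0.47 for 4CLL7 (0.340), all from limma. The isoflavone reductase-like DN35824_c0_g1 had 0.44, which turns to -0.01 under TMM. Chalcone isomerase CHI3 (0.22), a further FHT unigene DN36079_c0_g1 (0.29) and DN30268_c3_g6 of the dihydroflavonol reductase list (0.05) turn negative under both other scalings. Aquaporin TIP1-1, matched to the HST list by its annotation text, had -0.73. With camera neither pathway differed from other unigenes (adjusted p = 0.917 and 0.824). Of the pathway's members 19 were rice-matched, and without rice-matched unigenes 12 rose and 7 fell, a setting chosen after seeing the data. Without Z0-1, Z0-2 or Z1-2 limma called 0 of the pathway's unigenes (17, 18 and 22 higher and 11, 7 and 9 lower at an unadjusted p under 0.05), and without Z1-1 15 were higher and 0 lower (31 and 7 unadjusted).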

The results showed that a total of 13 putative structural genes such as phenylalanine ammonia-lyase (*PAL*, TRINITY_DN36967_c0_g1), 4-coumarate-CoA ligase (*4CL1*, TRINITY_DN35155_c0_g1), trans-cinnamate 4-monooxygenase (*CYP73A*, TRINITY_DN29851_c0_g2), two shikimate O-hydroxycinnamoyltransferase (*HST*, TRINITY_DN31867_c0_g1; *HST*, TRINITY_DN31867_c0_g2), three chalcone synthase (*CHS*, TRINITY_DN35859_c0_g3; *CHS*, TRINITY_DN35859_c0_g2; *CHS*, TRINITY_DN32109_c0_g3), naringenin 3-dioxygenase (*FHT*, TRINITY_DN36563_c0_g1), three flavonol synthase (*DLO2*, TRINITY_DN36038_c0_g2; *DMR6*, TRINITY_DN28124_c3_g2; *SGR1*, TRINITY_DN29800_c0_g2), flavonoid 3′-monooxygenase (*CYP75B1*, TRINITY_DN31579_c2_g5), and transcription factor *bHLH* (TRINITY_DN28965_c1_g8) significantly up-regulated the metabolite of rutin in *S. oblata* with Z_1_.

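Of the 13 putative structural genes, 5 rose in Z1, 0 fell and 8 did not pass limma's test at an adjusted p under 0.05 (10 higher at an unadjusted p under 0.05). The study chose them on these libraries, so the count is not independent evidence of their direction. *CYP73A*, which hydroxylates cinnamic acid, had 0.26 and 0.75 TPM in Z0 and 13.5 and 18.8 TPM in Z1 (log2 fold change 3.51, standard error 0.31, adjusted p = 0.0340 from limma). *HST*, a transferase of the hydroxycinnamoyl group, rose from 1.20 and 2.00 TPM to 39.9 and 21.1 TPM in DN31867_c0_g2 (3.55, standard error 0.39, adjusted p = 0.0359) and from 2.50 and 7.64 TPM to 64.3 and 41.3 TPM in DN31867_c0_g1 (3.26, standard error 0.52, adjusted p = 0.0475). The HST list as a whole did not rise. Of its 31 unigenes, matched by annotation text, 2 rose and 3 fell, or 1 and 4 under TMM. Their median log2 fold change was -0.23, against 0.45 for all unigenes. *4CL1*, which joins coenzyme A to coumaric acid, rose from 5.94 and 14.7 TPM to 77.7 and 62.8 TPM (2.76, standard error 0.45, adjusted p = 0.0483). *CYP75B1*, the flavonoid 3'-hydroxylase, was listed at 0 TPM in both Z0 libraries and at 3.02 and 3.72 TPM in Z1 (adjusted p = 0.0451).

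*PAL*, the first enzyme of the phenylpropanoid pathway, had 33.2 and 66.5 TPM in Z0 and 266 and 135 TPM in Z1 (1.99, standard error 0.49, adjusted p = 0.0854). *SGR1*, named SRG1 in the table, had a log2 fold change of 2.37 (adjusted p = 0.0523), *DMR6* 2.13 (0.110), *DLO2* 1.96 (0.156), *FHT* 1.61 (0.0770) and *CHS* DN32109_c0_g3 0.67 (0.252). For *CHS2* DN35859_c0_g3 and *CHS* DN35859_c0_g2, chalcone synthases that open the flavonoid branch, the log2 fold changes were -0.72 and -0.55 (adjusted p = 0.286 and 0.396 from limma), and 0.41 for the component they share when TPM were summed over it. Of the 7 unigenes of the chalcone synthase list 0 rose and 1 fell, with a median log2 fold change of 0.67. The *bHLH* unigene had 0.27 and 0.65 TPM in Z0 and 8.34 and 4.13 TPM in Z1 (2.26, standard error 0.40, adjusted p = 0.0528). Under TMM scaling 2 of the 13 passed, the calls of *4CL1*, *HST* DN31867_c0_g1 and *CYP75B1* being lost at adjusted p from 0.0512 to 0.0521, and median-ratio scaling lost *CYP75B1* (0.0519). Without Z0-1, Z0-2 or Z1-2 limma called 0 of the 13 (6, 8 and 5 at an unadjusted p under 0.05), and without Z1-1 it called 1.

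From the higher rutin content in Z1, and from metabolites and DEGs that were both annotated to the flavonoid pathway, the paper picks these genes and states that they raised rutin in Z1 (Fig. 5).

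**Figure D3:**
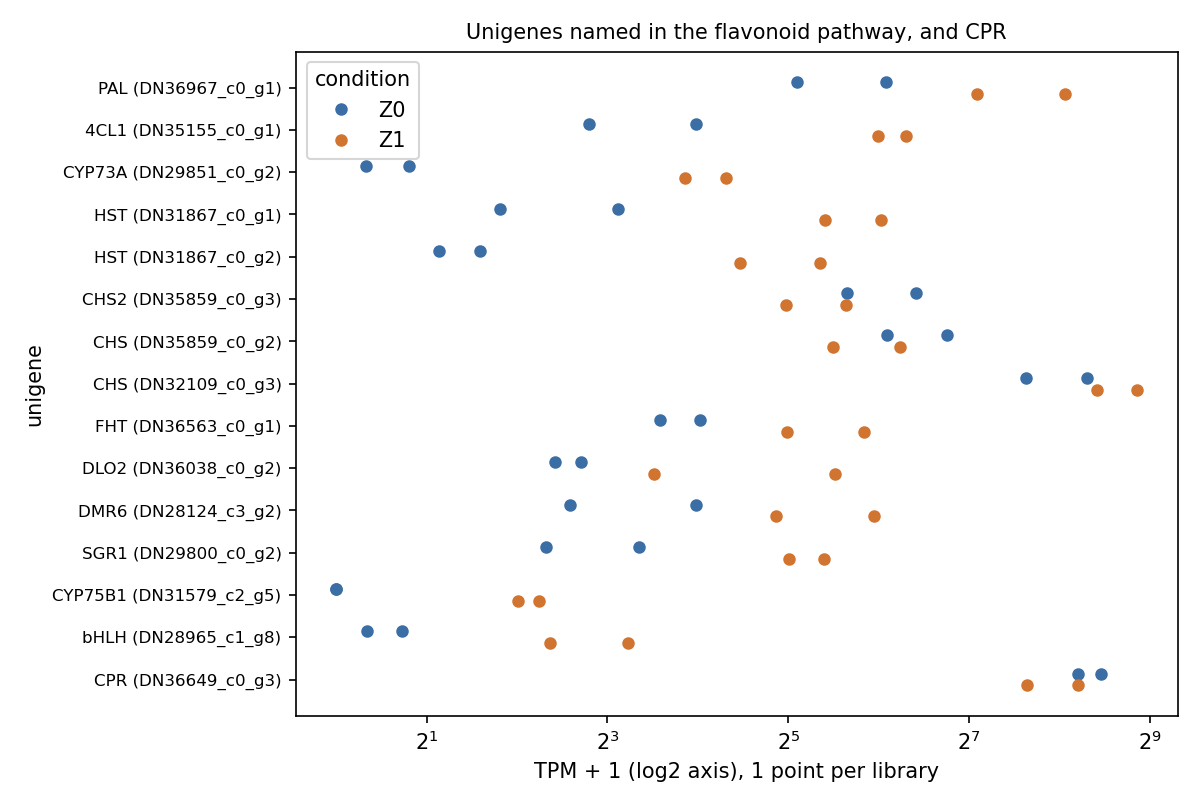
TPM + 1 on a log2 axis (horizontal) for the 13 putative structural genes, the *bHLH* unigene and the *CPR* control, 1 point per library, with Z0 in blue and Z1 in orange. The points of the conditions overlap only for *CHS* DN35859_c0_g2.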

**Fig. 5:**
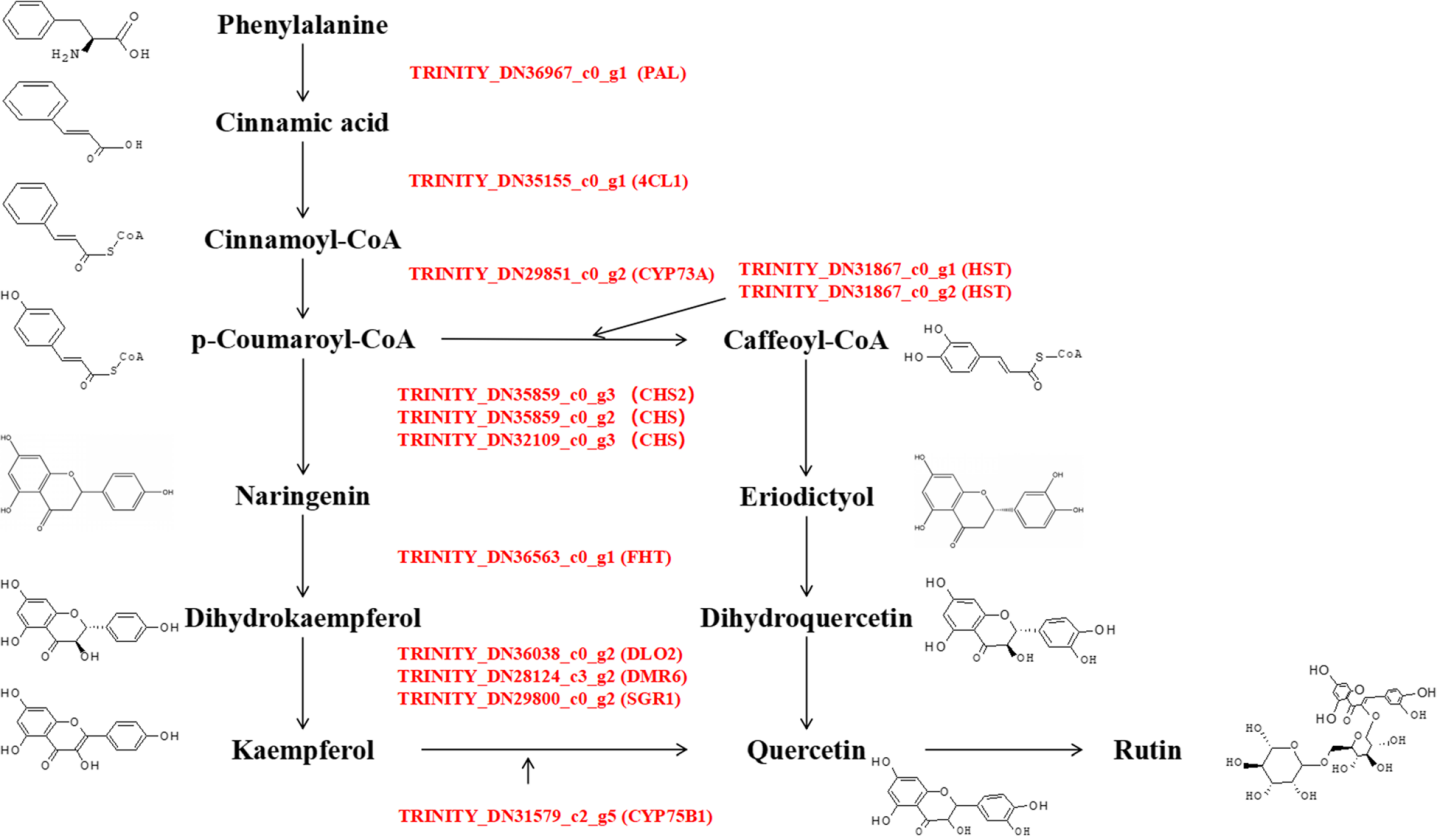
The putative genes involved in flavonoid biosynthesis in *Syringa oblata* Lindl

Correlation networks analysis between differential metabolites and differentially expressed Unigenes.

Pearson partial correlation analysis was used to conduct the analysis on the significant correlation networks (r > 0.9 or r < 0.9, *p* < 0.05). The genes and metabolic network properties constructed by 13 putative structural genes and 11 differential metabolites between Z_0_ and Z_1_ could be seen in Fig. 6. The results showed that metabolites of rutin were positively correlated with *4CL1* (TRINITY_DN35155_c0_g1), *CYP73A* (TRINITY_DN29851_c0_g2), *SGR1* (TRINITY_DN29800_c0_g2) and *CYP75B1* (TRINITY_DN31579_c2_g5) under the negative ion mode. These 4 putative genes were negatively correlated and positively correlated with 4 metabolites (rutin, kaempferol, naringin and tras-2-hydroxycinnamic acid) and 7 metabolites (astragalin, daidzin, glycitin, L-phenylalanine, N-acetyl-, luteolin and quercetin 3′-methyl ether), respectively.

**Fig. 6:**
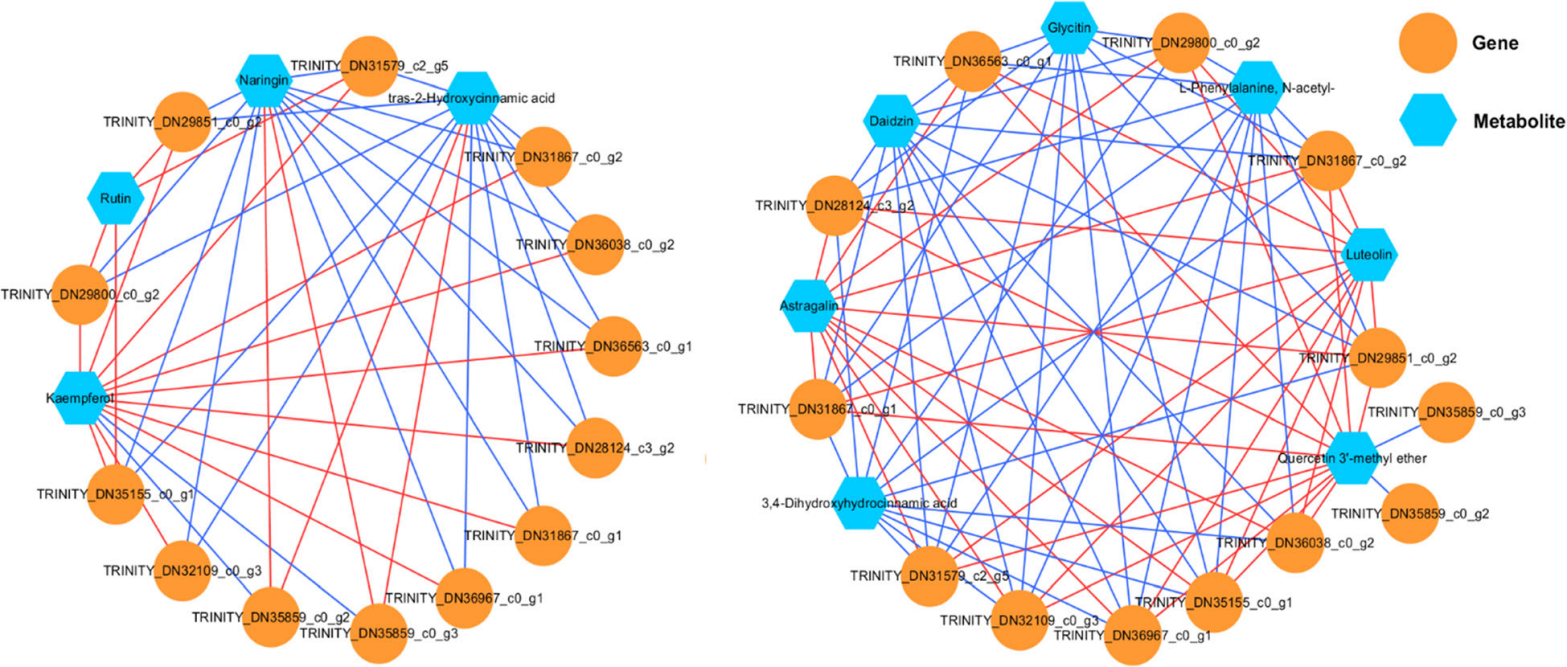
Pearson partial correlation between differential metabolites and expressed Unigenes involved in the biosynthesis of flavonoid in *Syringa oblata* Lindl: left: negative correlation; right: positive correlation

Verification of differentially RNA-Seq expressed Unigenes by quantitative real-time PCR.

To confirm the accuracy of the RNA-Seq sequencing analysis, 13 putative genes were conducted to analyze their relative expression level between Z_0_ and Z_1_ (Fig. 7) by quantitative real-time PCR analysis. 

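In the RNA-seq libraries the ratio of the mean TPM of Z1 to that of Z0, over 2 libraries each, was 32.0 for *CYP73A*, 19.1 for *HST* DN31867_c0_g2, 10.4 for *HST* DN31867_c0_g1 and 6.79 for *4CL1*. These ratios rest on low levels in Z0: without Z0-1 they were 21.5, 15.2, 6.91 and 4.77, and without Z0-2 they were 62.1, 25.4, 21.1 and 11.8. The ratio was 5.60 for *DLO2*, 5.50 for *SGR1*, 4.50 for *DMR6*, 4.03 for *PAL*, 3.32 for *FHT* and 1.57 for *CHS* DN32109_c0_g3, none of which passed limma's test. With 1 library left out these ranged from 2.11 (without Z1-1) to 9.09 (without Z1-2) for *DLO2*, 3.95 (without Z0-1) to 9.08 (without Z0-2) for *SGR1*, 2.85 (without Z1-1) to 8.91 (without Z0-2) for *DMR6* and 2.71 (without Z1-1) to 6.04 (without Z0-2) for *PAL*. *CHS* DN35859_c0_g2 had a ratio of 0.681 and *CHS2* of 0.596. No ratio is given for *CYP75B1*, which is listed at 0 in Z0. *CPR*, a cytochrome P450 reductase and the internal control of the quantitative real-time PCR, had 294 and 351 TPM in Z0 and 199 and 293 TPM in Z1 (log2 fold change -0.41, standard error 0.28, adjusted p = 0.384 from limma). Its fold change was -0.73 under median-ratio scaling, -0.87 under TMM and 0.02 when TPM were summed over its Trinity component. The PCR measurements themselves were not analysed here.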

The 13 putative genes (*PAL*, *4CL1*, *CYP73A*, two *HST*, two *CHS*, *CHS2*, *FHT*, *DLO2*, *DMR6*, *SGR1*, and *CYP75B1*) expressed from the biosynthesis of rutin were up-regulated and a similar phenomenon was observed with RNA sequencing data, meaning that the transcriptome analysis was reliable. Among them, the putative gene expression of *CYP75B1* (TRINITY_DN31579_c2_g5), *CYP73A* (TRINITY_DN29851_c0_g2), *HST* (TRINITY_DN31867_c0_g2), *HST* (TRINITY_DN31867_c0_g1) and *4CL1* (TRINITY_DN35155_c0_g1) were highest in Z_1_ and up-regulated to 19.31, 19.16, 11.70, 11.23 and 8.84, respectively. This confirms that RNA-Seq sequencing analysis helps to understand the regulatory mechanisms of flavonoid biosynthesis.

**Fig. 7:**
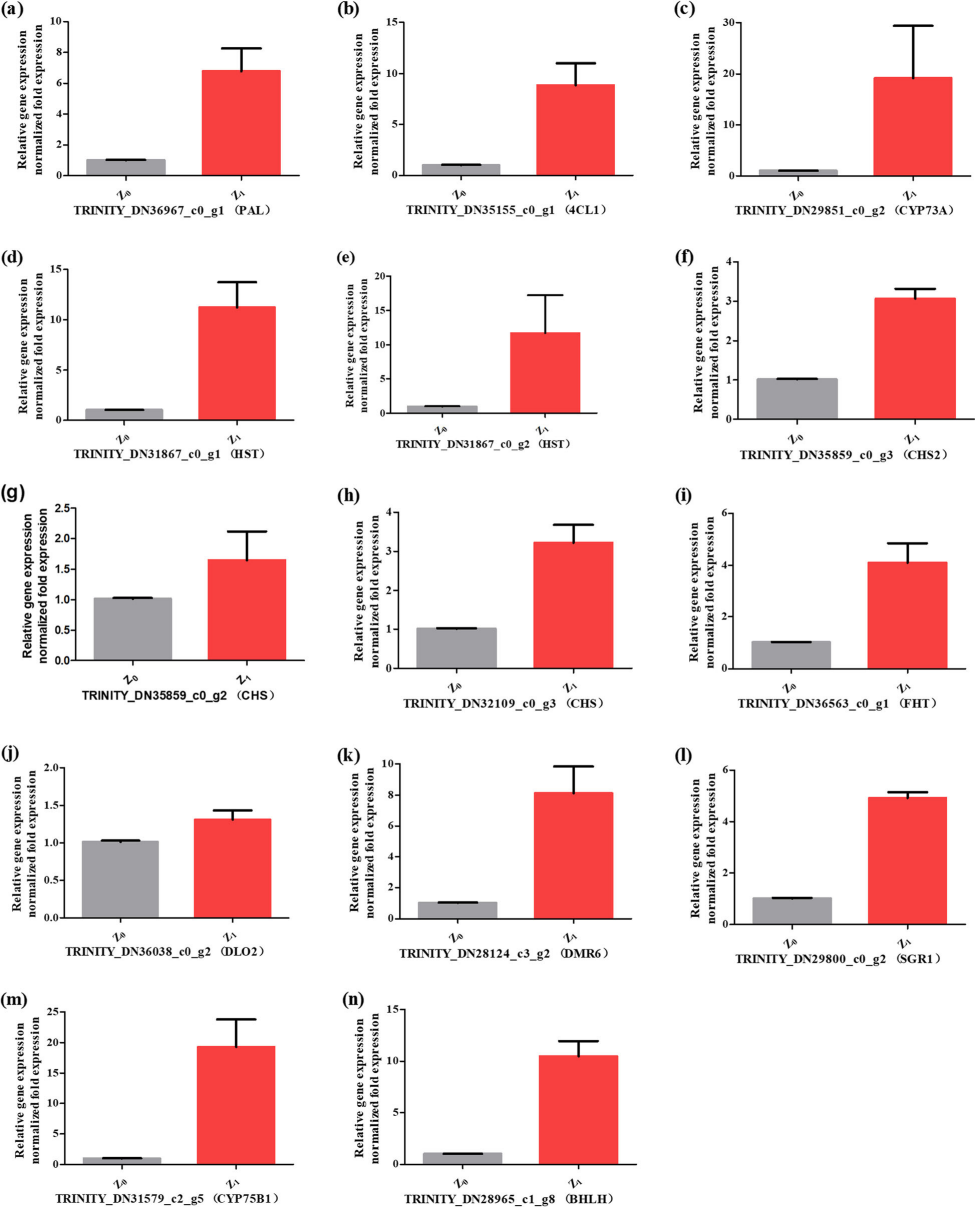
(**a**) *PAL (TRINITY_DN36967_c0_g1)*, (**b**) *4CL1 (TRINITY_DN35155_c0_g1)*, (**c**) *CYP73A (TRINITY_DN29851_c0_g2)*, (**d**) *HST (TRINITY_DN31867_c0_g1)*, (**e**) *HST (TRINITY_DN31867_c0_g2)*, (**f**) *CHS2 (TRINITY_DN35859_c0_g3)*, (**g**) *CHS (TRINITY_DN35859_c0_g2)*, (**h**) *CHS (TRINITY_DN32109_c0_g3)*, (**i**) *FHT (TRINITY_DN36563_c0_g1)*, (**j**) *DLO2 (TRINITY_DN36038_c0_g2)*, (**k**) *DMR6 (TRINITY_DN28124_c3_g2)*, (**l**) *SGR1 (TRINITY_DN29800_c0_g2)*, (**m**) *CYP75B1 (TRINITY_DN31579_c2_g5)*, and (**n**) *bHLH (TRINITY_DN28965_c1_g8)*

## Discussion

*S. xylosus*, one of the most common pathogens in the skin of mammals [33], is frequently isolated from milk, meat, and other food products such as cheeses and sausages [34], it is the leading cause of cow mastitis infection [35]. *S. xylosus* is also one of the coagulase-negative Staphylococci [36], which has strong ability to form biofilm [34, 37]. Therefore, in the quest of eradicating cow mastitis from dairy herds, it is necessary to look for a medicine which can resist the formation of biofilms in bacteria.

Currently, many medicinal plants can inhibit the formation of biofilms, especially among the well-known experiments. Mediterranean herbal extracts have been reported to inhibit the formation of biofilm by *Streptococcus mutans* [38] and Glyeyrrhiza physic liquor, Glabrous crazyweed liquor [39] and Glabrous Crazyweed [40] have also been noted for their activities against the formation of biofilm by *Staphylococcus epidermidis*. This study revealed that 1/2 MIC of *S. oblata* extract in Z_1_ had a significant ability to inhibit *S. xylosus* biofilm formation (*p* < 0.05). At the same time, previous study [41] has confirmed rutin as the main bioactive ingredient in *S. oblata* which inhibits biofilm formation in *S. suis* [15]. This is consistent with the report of this study that rutin is the main bioactive ingredient of *S. oblata* extract which inhibits *S. xylosus* biofilm formation. Therefore, it is significant to improve the content of rutin in *S. oblata* in order to have the best inhibitory effect of *S. oblata* extract against *S. xylosus* biofilm formation.

Current data on PM 2.5 collected from 20 European sites may be pertinent in epidemiologic studies [42]. Visibility degradation is related to the PM components [43]. Light intensity, which is one of the environmental factors in the lower atmosphere, maybe also have effect on the growth of plants, especially in the synthesis of active ingredient and the concentration of their contents [44]. This study revealed that the rutin content of *S. oblata* had a significant increase in August compared to other months (May to October). This finding is contrary to the trend of air pollution index (Additional file 1: Table S1) and earlier findings previously reported on the content of rutin in Fructus Sophorae which was observed to peak in mid-August, and then decline gradually [26]. However, considering the natural growth of *S. oblata* and the role of beautifying the city, it is not recommended to select the month of August as the best harvesting period for *S. oblata*. At the same time, compared with *S. oblata* extract in August, there was no significant difference in the biofilm formation of *S. xylosus*. Therefore, it is recommended that the harvesting period of *S. oblata* should be selected before the emergence of the dry leaves in mid-September, which is consistent with previous studies [26]. In addition, previous study has found that anthocyanin and flavonoids accumulation is strongly associated with different flowering developmental stages in *S. oblata* [45, 46]. With regard to photoperiod, it was observed that flavonol compounds and the expression of flavonoid pathway genes were related to the increased light exposure imposed on sweet potato leaves [47]. In summary, this is consistent with this study that the amount of rutin content was related to the plant photoperiod or developmental stage. Shading treatments significantly affected flavonoid accumulation in plants, such as in tea plants [48]. However, the flavonoid levels in an excellent albino tea germplasm increased after moderate shading treatment [49] and all fruits do not require strong light exposure to accumulate high amounts of flavonoids [50]. And the shaded trees were significantly lower than trees without shades (exposed to sun) to enhance light capture and use efficiency in low-light environments [51], but would not greatly alter spectral quality [52]. This is consistent with this study that the PAR of Z_1_ and Z_2_ were significantly lower than Z_0_ (Fig. 2b). The light radiation of Z_1_ were significantly lower than Z_0_ group (Fig. 2c), which has a lot of factors related to the results such as the cloud cover in the sky and the observation angles, but the spectrum is basically the same. Thus, this study further confirmed that 1/2 MIC of *S. oblata* extract had a significant ability to inhibit *S. xylosus* biofilm formation (*p* < 0.05) and rutin content in *S. oblata* increased significantly under Z_1_ compared with Z_0_ in September 2017. So, in this study, the results about the increasing of flavonoid content in lower light intensities for *S. oblata* is not only unique to *S. oblata*. This indicated that the selection of *S. oblata* in Z_1_ is of great significance for subsequent molecular mechanism research because of its excellent ability to inhibit biofilm formation and the high rutin content compared with Z_0_.

Furthermore, in order to locate the subcellular site of flavonoids accumulation in the tissues, histochemical analysis was conducted. Previous studies have shown that the key enzyme in flavonoids formation was found in the epidermal [53] and subepidermal mesophyll tissue that could absorb potentially harmful UV-B radiation [28]. The results showed that more accumulation of flavonoids was observed in Z_1_ in the epidermal cell layers and vascular bundles compared with Z_0_. This finding is in agreement with earlier findings previously reported [28]. Generally, the study on the accumulation of flavonoids in *S. oblata* under Z_0_ and Z_1_ was used to investigate the molecular mechanism that was beneficial to flavonoid production.

Up to date, metabolome and transcriptomic data of *S. oblata* are still not available in NCBI database, which is widely used in identifying novel genes that are involved in the biosynthesis of secondary metabolites. Thus, a metabolite and RNA-sequencing analysis without a reference genome was used to elucidate the differential regulation involved in the different light intensity groups for *S. oblata*. In the current study, the results indicated that the differential metabolites and DEGs which were annotated and classified were mainly related to the flavonoid biosynthesis pathway. It has been reported that the components involved in flavonoid biosynthesis are the main functional components in many species. For example, the flavonoid biosynthesis related genes in *Tricyrtis sp* were isolated and characterized and they consist of *CHI*, *F3H*, *F3’H*, *FLS*, *DFR*, *ANS*. These genes vary with the flower developmental stages [45]. 16 genes were different in the regulation of flavonoid biosynthesis in *Camellia sinensis* under different shading stages. It was observed that *F3’H* and *FLS* significantly decreased throughout the shading stages while the others (*PAL*, *CHS*, *DFR*, *ANS*, *ANR* and *LAR*, etc.) temporally decreased in the early or late shading stages [48]. Interestingly, compared with Z_0_, this study showed that 13 putative structural genes related to the flavonoid pathway were up-regulated in Z_1_, indicating that these putative genes may be the key target genes regulating flavonoid biosynthesis and metabolism.

Furthermore, 3 putative genes including *4CL1* (TRINITY_DN35155_c0_g1), *CYP73A* (TRINITY_DN29851_c0_g2) and *CYP75B1* (TRINITY_DN31579_c2_g5) were positively correlated with rutin by the integration of metabolites and DEGs analysis and up-regulated to 19.31, 19.16, 11.70, 11.23 and 8.84 respectively by quantitative real-time PCR analysis. This suggests that our results provide the first accurate and relevant gene information for *S. oblata* in the flavonoid biosynthetic pathway.

*4CL1* is the first main branch point enzyme that controls the metabolism of rutin through the phenylpropanoid metabolic pathway. *4CL* enzymes catalyzes the conversion of several hydroxycinnamic acids into their corresponding thioesters, conserving the evolution of vascular plants [54]. In addition, the *4CL* enzymes have been characterized from various plants for their role in plant physiology or in biotic and abiotic stresses [55]. In this study, *4CL1* (TRINITY_DN35155_c0_g1) was positively correlated with Z_1_ which helped to promote most of the enzymes including *CYP73A* (TRINITY_DN29851_c0_g2) and *CYP75B1* (TRINITY_DN31579_c2_g5). In addition, de novo transcriptome sequencing was performed to reveal that genes such as curcumin synthase and *CYP73A* were the differentially expressed genes in the different species of gingers being investigated [56]. At the same time, expression of chalcone reductase, flavonoid 3′,5′-hydroxylase (*F3’5’H*) and *CYP75B1* were all reported to be up-regulated under cold treatment in *C. microphyllum*, which was as a potential source of abiotic stress resistant germplasm for chickpea breeding programs [57]. This study has confirmed that the presence of *CYP73A* (TRINITY_DN29851_c0_g2) and *CYP75B1* (TRINITY_DN31579_c2_g5) enhanced promote the production of rutin.

In addition, studies have shown that transcriptional regulation such as *bHLH* is the most important tool for modulating flavonoid biosynthesis when plants are under stress conditions [58]. In plants, *bHLH* transcription factors have a wide range of functions, such as regulation of marginal pollen tract tissues growth [59], photomorphogenesis [60] plant growth, development and defence [61] and flavonoid biosynthesis [62]. The study observed that three *bHLH* (*bHLH79*, *bHLH147*, and *bHLH79*-like) transcription factors were up-regulated at the budding and flowering stages, and another two transcription factors (*bHLH3*, and *bHLH48*) were down-regulated at the budding and flowering stages in *S. oblata* [46]. The over-expression of *bHLH1* gene from grape was chemically synthesized and significantly increased the accumulation of flavonoids and enhanced salt and drought tolerance in transgenic *Arabidopsis thaliana* plants [63]. This experiment showed that under light intensity groups, the *bHLH* transcription factor was up-regulated to 10.48. At the same time, it was observed to be the main factor that regulated the flavonoid biosynthetic process, seed coat development, protein dimerization activity, seed development, regulation of proanthocyanidin biosynthetic process and so on.

## Conclusions

The synthesis of the active ingredient content of *S. oblata* will be affected under different light intensity groups. Therefore, it was speculated that a smoggy environment would affect the synthesis of the secondary metabolic components in medicinal plants. Based on our work view, we successfully screened *S. oblata* under Z_1_ and it was observed to have the best rutin and flavonoids content and a better efficacy in inhibiting *S. xylosus* bioflm formation. The result of metabolite and transcriptome analysis revealed significant metabolite-genes that correlated with the flavonoids biosynthesis pathways such as *4CL1* (TRINITY_DN35155_c0_g1), *CYP73A* (TRINITY_DN29851_c0_g2) and *CYP75B1* (TRINITY_DN31579_c2_g5), and therefore present a better understanding of the molecular mechanism behind the accumulation of flavonoids by *S. oblata* in response to different light intensity.

## Materials and methods

### Plant growth and materials collection

*S. oblata*, identified by Professor Xiuju Wu (College of Life Sciences, Northeast Agricultural University, Harbin, China) were grown under natural sunlight environment in the campus of Northeast Agricultural University (N 45°44′33.64″, E 126°43′22.07″) in Harbin, Heilongjiang Province of China. They were grown under natural environmental conditions without additionally watered/fertilized. The experiment was divided into two groups of different months and different light intensity groups. The first batch of experimental samples were collected from the *S. oblata* grouped under different months and sample collection started on the 11th of May and ended on 11th of October, 2017. The other experiment was conducted by using different black coloured nets to cover the *S. oblata* and thus different light intensity treatments were created as follows: *S. oblata* under natural growth condition (Z_0_), *S. oblata* with 40% ~ 50% shading treatment (Z_1_, 50% ~ 60% of natural sunlight can be transmitted through the shade nets) and *S. oblata* with 65% ~ 75% shading treatment (Z_2_, 25% ~ 35% of natural sunlight can be transmitted) (Fig. 1a and Fig. 2a). The nets were placed over the plants on 11th of May in 2017 (Fig. 2a). *S. oblata* leaves were collected from all the different light intensity treatments on 11th of September in 2017. At the same time, environmental parameters were measured among each treatment to monitor the growth conditions of *S. oblata* during light intensity experiment, including the PAR (Light Scout® Quantum Light Meters, Item#3415F, Spectrum Technology® Inc. USA) and light reflection by spectrometer (UVCHR768, SVC, America). Above all, in each of the experiment, five trees were selected from each treatment group, and a large number of leaves were collected from each tree randomly [51]. All samples were collected on the 11th of each month, frozen in liquid nitrogen and stored at − 80 °C until they were analyzed.

### Biofilm formation ability of *S. xylosus*

*S. xylosus* ATCC 700404 strain was cultured in Trypticase Soy Broth (TSB: Summus Ltd., Harbin, Heilongjiang, China) at 37 °C for 12 h with constant shaking. The methanolic extracts of *S. oblata* and standard rutin were used for MIC assays using the protocol described previously [64]. Briefly, the overnight cultures of *S. xylosus* were diluted to a density of 1 × 10^5^ CFU/mL using sterile TSB, then 100 μL samples were added to each well in a 96-well plate (Corning Costar® 3599 Corning, NY, USA) containing serial dilutions of compounds in 100 μL culture medium. Control bacteria were cultivated in the absence of extracts of *S. oblata*. The MICs were determined as the lowest concentration of extracts of *S. oblata* after incubation for 24 h at 37 °C. The biofilm formation assay was carried out by the extracts of *S. oblata* using 96-well microtiter plates [64]. Negative control wells contained broth only. Positive control wells contained culture medium and bacterial suspension. Biofilms were treated as described above [64]. The OD of sample was measured at 595 nm using a micro-titer plate reader (DG5033A, Huadong Ltd., Nanjing, Jiangsu, China). Three independent sample analysis were performed for each tissue.

### Determination of rutin content

High performance liquid chromatography (HPLC) analysis was performed on methanolic extracts of *S. oblata* using Waters Alliance HPLC system (Shimadzu, Corporation, Kyoto, Japan) that is equipped with a binary pump and a UV/V detector. The fresh tissues obtained from the different months and light intensity groups which were frozen in liquid nitrogen were dried under room temperature. A total of 20 to 50 mg for each dry sample was used to extract flavonoids by adding 2 mL of 50% (*v/v*) of methanol (HPLC grade) in H_2_O. Then, the mixture was placed in an ultrasonic cleanser (Ningbo Scientz Biotechnology Co. Ltd) for 20 min and centrifuged for 10 min at 13000 rpm [9]. The supernatant was filtered through a 0.45 mm membrane filter and loaded for HPLC analysis. The chromatographic separation was carried out on a Diamosil C18 column (4.6 mm × 250 mm, 5 μm) with a gradient solvent A (0.1% formic acid aqueous solution) and solvent B (acetonitrile) as mobile phase at a flow rate of 1 mL/min. The gradient conditions was 0 min, 5% solvent B; 30 min, 53% solvent B; 35 min, 5% solvent B [15]. Rutin quantity was estimated based on the linear calibration curve of standard rutin (Sigma-Aldrich, Germany) under a detection wavelength of 355 nm. Three independent sample analysis were performed for each tissue.

### Histochemical analysis of flavonoids with different light intensity groups

Small pieces of fresh *S. oblata* leaves (Z_0_ and Z_1_) were embedded in medium before cutting for histolocalisation as described above [65, 66]. The 20-μm embedded tissue were obtained using a LEICA CM 1850P vibrating blade microtome. These sections were labeled with saturated (0.25%, *w/v*) 2-aminoethyl diphenylborinate (DPBA) (Macklin, Shanghai Macklin Biochemical Co.,Ltd.) that dissolved in 80% methanol for 15 min. Then, 80% methanol was used to wash away the excess DPBA dye and xylene was used to make the tissues transparent. The DPBA-labelled sections were viewed by laser confocal scanning microscopy (LCSM, Germany).

### Metabolites extraction and LC-MS analysis with different light intensity groups

#### Metabolites Extraction

Frozen samples from Z_0_ and Z_1_ were ground into fine powder in liquid nitrogen. One hundred milligrams of powder from each sample was extracted with 120 μL of precooled 50% methanol, vortexed for 1 min, and incubated at room temperature for 10 min. Then, the extraction mixture was stored overnight at − 20 °C. After centrifugation at 4000 g for 20 min, the supernatants were stored at − 80 °C prior to the LC-MS analysis. Six biological repeats were performed and both data sets produced qualitatively similar results.

#### LC-MS analysis

Metabolite analysis was performed using an ultra-performance liquid chromatography (UPLC) system (SCIEX, UK). An ACQUITY UPLC BEH Amide column (100 mm × 2.1 mm, 1.7 μm, Waters, UK) was used for the reversed phase separation, a high-resolution tandem mass spectrometer TripleTOF5600 plus (SCIEX, UK) was used to detect the metabolites eluted from the column. At the last, the specific instrument parameters and conditions were set up using settings as previously described [67].

#### Metabolite data analysis

LC-MS raw data files were converted into mzXML format and then processed by the XCMS (UC, Berkeley, CA, USA) [68], CAMERA [69] and metaX toolbox [70] implemented with the R software. Each ion was identified by combining retention time (RT) and m/z data. In order to explain the physical, chemical properties and biological functions of metabolites, the online Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.kegg.jp/) databases were used to perform identification and annotation. Screening and quantitative analysis for differential metabolites were conducted using metaX software (http://metax.genomics.cn/) [67]. At the same time, the normalized data was then used to perform PCA and PLS-DA [71]. Wilcoxon tests were conducted to detect differences in metabolite concentrations between 2 phenotype. The *P* value was adjusted for multiple tests using an FDR (Benjamini - Hochberg). The PLS-DA was conducted through metaX to determine the differences in the different variables between groups. Then VIP value was calculated and also a VIP cut-off value of 1.0 was used to select important features [67].

### Transcriptome sequencing and data analysis with different light intensity groups

#### RNA extraction

About 100 mg fresh sample from Z_0_ and Z_1_ were ground into fine powder in liquid nitrogen and then stored at − 80 °C for RNA extraction. Total RNA was extracted using Trizol reagent (Invitrogen, CA, USA) by following the manufacturer’s procedure. The total RNA quantity and purity were analyzed by Bioanalyzer 2100. Two biological repeats were performed.

#### RNA library construction and transcriptomic analysis

Approximately 10 μg of total RNA were prepared. The methods adopted for library preparation, de novo strategy and transcriptomic analysis were the same with our previous study [72]. Sequencing was carried out using an Illumina Hiseq 4000 platform (LC-Bio, Hangzhou, China) according to the manufacturer’s protocol. De novo assembly of the transcriptome was performed with Trinity 2.4.0 [73]. For gene identification and expression analysis, the reads from different species were co-assembled, and for gene sequence analysis, the reads from different species were assembled separately.

#### Unigenes annotation and functional classification

All assembled Unigenes were aligned against the non-redundant (Nr) protein database (http://www.ncbi.nlm.nih.gov/), Gene ontology (GO) (http://www.geneontology.org), SwissProt (http://www.expasy.ch/sprot/), KEGG (http://www.genome.jp/kegg/) and eggNOG (http://eggnogdb.embl.de/) databases using DIAMOND [32] with a threshold of E-value< 0.00001.

#### Differentially expressed Unigenes analysis

Salmon [74] was used to calculate the expression level of Unigenes (TPM) [75]. The differentially expressed Unigenes (DEGs) were selected with log 2 (fold change) > 1 or log 2 (fold change) < − 1 and with statistical significance (*p value* < 0.05) by R package edgeR [76]. Next, GO and KEGG enrichment analysis were again performed on DEGs by perl scripts in-house.

### Integration of metabolites and expressed Unigenes with different light intensity groups

#### Functional analysis of integration of metabolomics and transcriptomics data

Correlation between the expression levels of 13 putative genes and the profiles of flavonoids in *S. oblata* from Z_0_ and Z_1_ were carried out using the program R 2.10.1. RPKM values for genes and the peak values of metabolites were used as a matrix for pearson partial correlation analysis [77]. The metabolite correlation network was constructed for Z_0_ and Z_1_ using all metabolite accumulation profiles separately. Correlation pairs were deemed statistically significant when the |PCC| > 0.9 and *p*-value < 0.01. The resulting correlation networks were obtained and used for network visualization and analysis of network properties using Cytoscape software (Cytoscape 2.6.3) [78].

### Verification of differentially expressed Unigenes in flavonoid biosynthesis pathway by quantitative real-time PCR

The total RNA for quantitative real-time PCR analysis was extracted using TRIZOL reagent and 1.0 μg RNA was used for reverse transcription using the PrimeScript™ RT reagent Kit with gDNA Eraser (Tiangen, Beijing, China) in 20 μL of reacting system. 13 putative structural genes and 1 putative regulatory gene were selected as DEGs. The CPR gene were selected as internal control. The specific primers were designed from Sangon Biotech (Shanghai) and listed in Additional file 1: Table S2. Quantitative real-time PCR was performed using the Roche Light Cycle 480 II sequence detection system (Roche, Switzerland) as previously described, with a few modifications [79]. The final volume for each reaction was 10 μL with the following components: 1 μL diluted cDNA template (1 mg/mL), 5 μL SYBR Green Master (ROX) (Indianapolis, IN, USA), 0.3 μL forward primer, 0.3 μL reverse primer and 3.4 μL ddH_2_O. The reaction was set at 95 °C for 10 min, followed by 40 cycles of denaturation at 95 °C for 15 s and annealing/extension at 60 °C for 1 min. Each quantitative real-time PCR analysis was performed with three biological replicates.

### Student’s t-test

Values were expressed as means ± SDs. The statistical differences among different groups were compared by 1-way ANOVA. Significant means were separated using Tukey method and statistical significant level was set as *p* < 0.05. The data of quantitative real-time PCR were analyzed using repeated measurements in -ΔCt model [80].

## Supplementary information

**Additional file 1: Figure S1.** Genes with significant differential expression in *Syringa oblata* Lindl. **Figure S2.** Volcano diagram of differentially expressed Unigenes between two groups in *Syringa oblata* Lindl. **Figure S3.** GO enrichment analysis of differentially expressed Unigenes in *Syringa oblata* Lindl. **Table S1.** Air pollution index for May to October in 2017. **Table S2** Fluorescence quantitative real-time PCR primer sequence.

## Data Availability

All raw sequence reads have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE137862 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137862).

## Abbreviations

*4CL1*: 4-coumarate-CoA ligase
*CHS*: chalcone synthase
*CYP73A*: trans-cinnamate 4-monooxygenase
*CYP75B1*: flavonoid 3′-monooxygenase
DEGs: Differentially Expressed Genes
*DLO2*, *DMR6* and *SGR1*: flavonol synthase
DPBA: 2-aminoethyl diphenylborinate
*F3’5’H*: flavonoid 3′,5′-hydroxylase
*FHT*: naringenin 3-dioxygenase
GO: Gene ontology
HPLC: High performance liquid chromatography
*HST*: shikimate O-hydroxycinnamoyltransferase
KEGG: Kyoto Encyclopedia of Genes and Genomes
MIC: minimal inhibitory concentration
*PAL*: phenylalanine ammonia-lyase
PCA: principal component analysis
PLS-DA: partial least squares-discriminate analysis
PM: particulate matter
*S. oblata*: *Syringa oblata* Lindl
*S. Suis*: *Streptococcus suis*
*S. Xylosus*: *Staphylococcus xylosus*

# Supplementary material for: Transcriptomic analysis reveals flavonoid biosynthesis of Syringa oblata Lindl. in response to different light intensity
**Source:** BMC Plant Biol. 2019 Nov 11;19:487. doi: 10.1186/s12870-019-2100-8
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Genes with significant differential expression in Syringa oblata Lindl. Figure S2. Volcano diagram of differentially expressed Unigenes between two groups in Syringa oblata Lindl. Figure S3. GO enrichment analysis of differentially expressed Unigenes in Syringa oblata Lindl. Table S1. Air pollution index for May to October in 2017. Table S2 Fluorescence quantitative real-time PCR primer sequence.

**Transcriptomic Analysis Reveals Flavonoid Biosynthesis of *Syringa oblata* Lindl.** **in Response to Different Light** **Intensity**

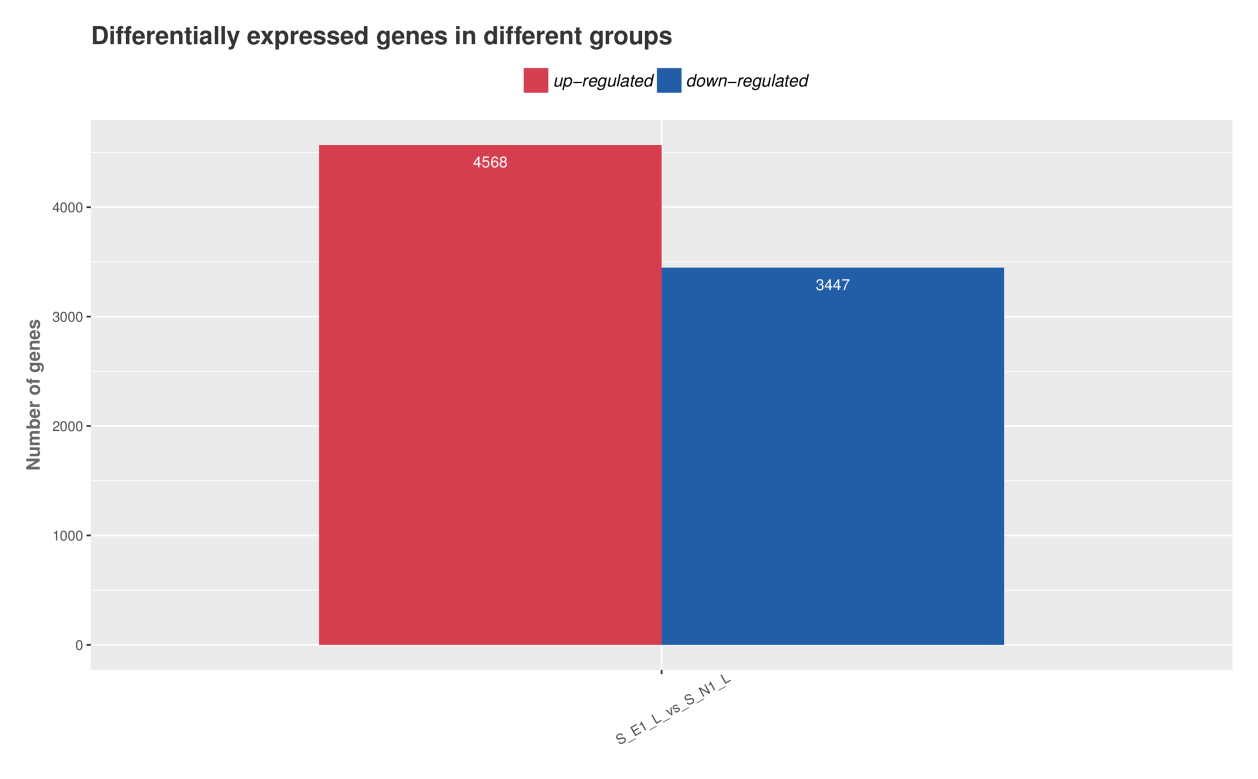
**Figure S1** Genes with significant differential expression in *Syringa oblata* Lindl.

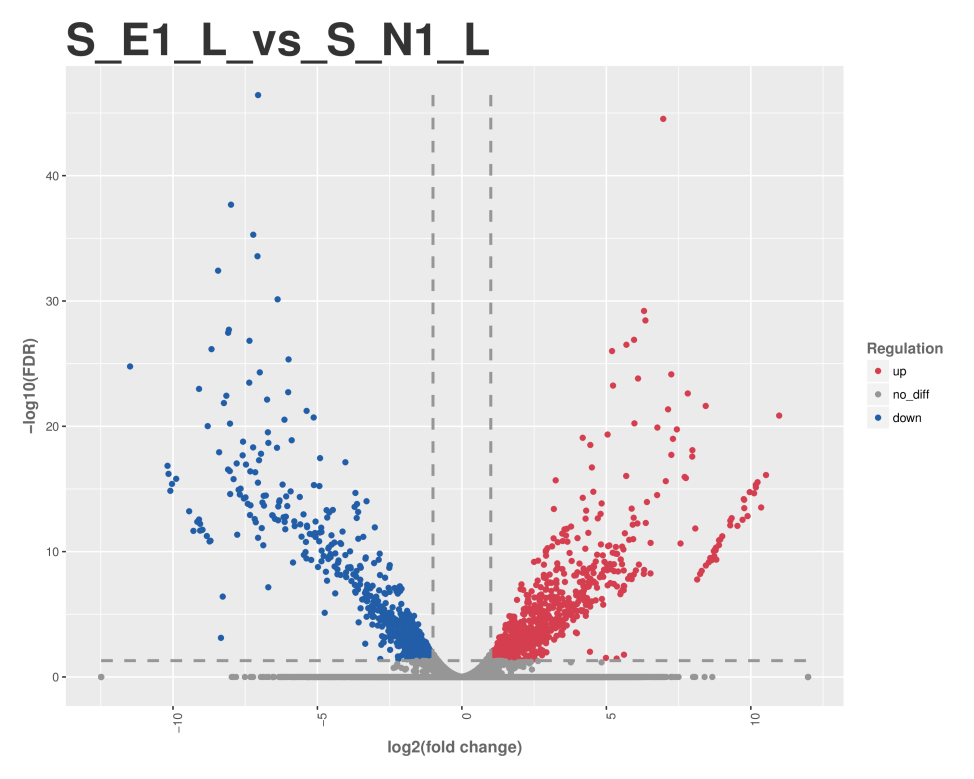

**Figure S2** Volcano diagram of differentially expressed Unigenes between two groups in *Syringa oblata* Lindl.

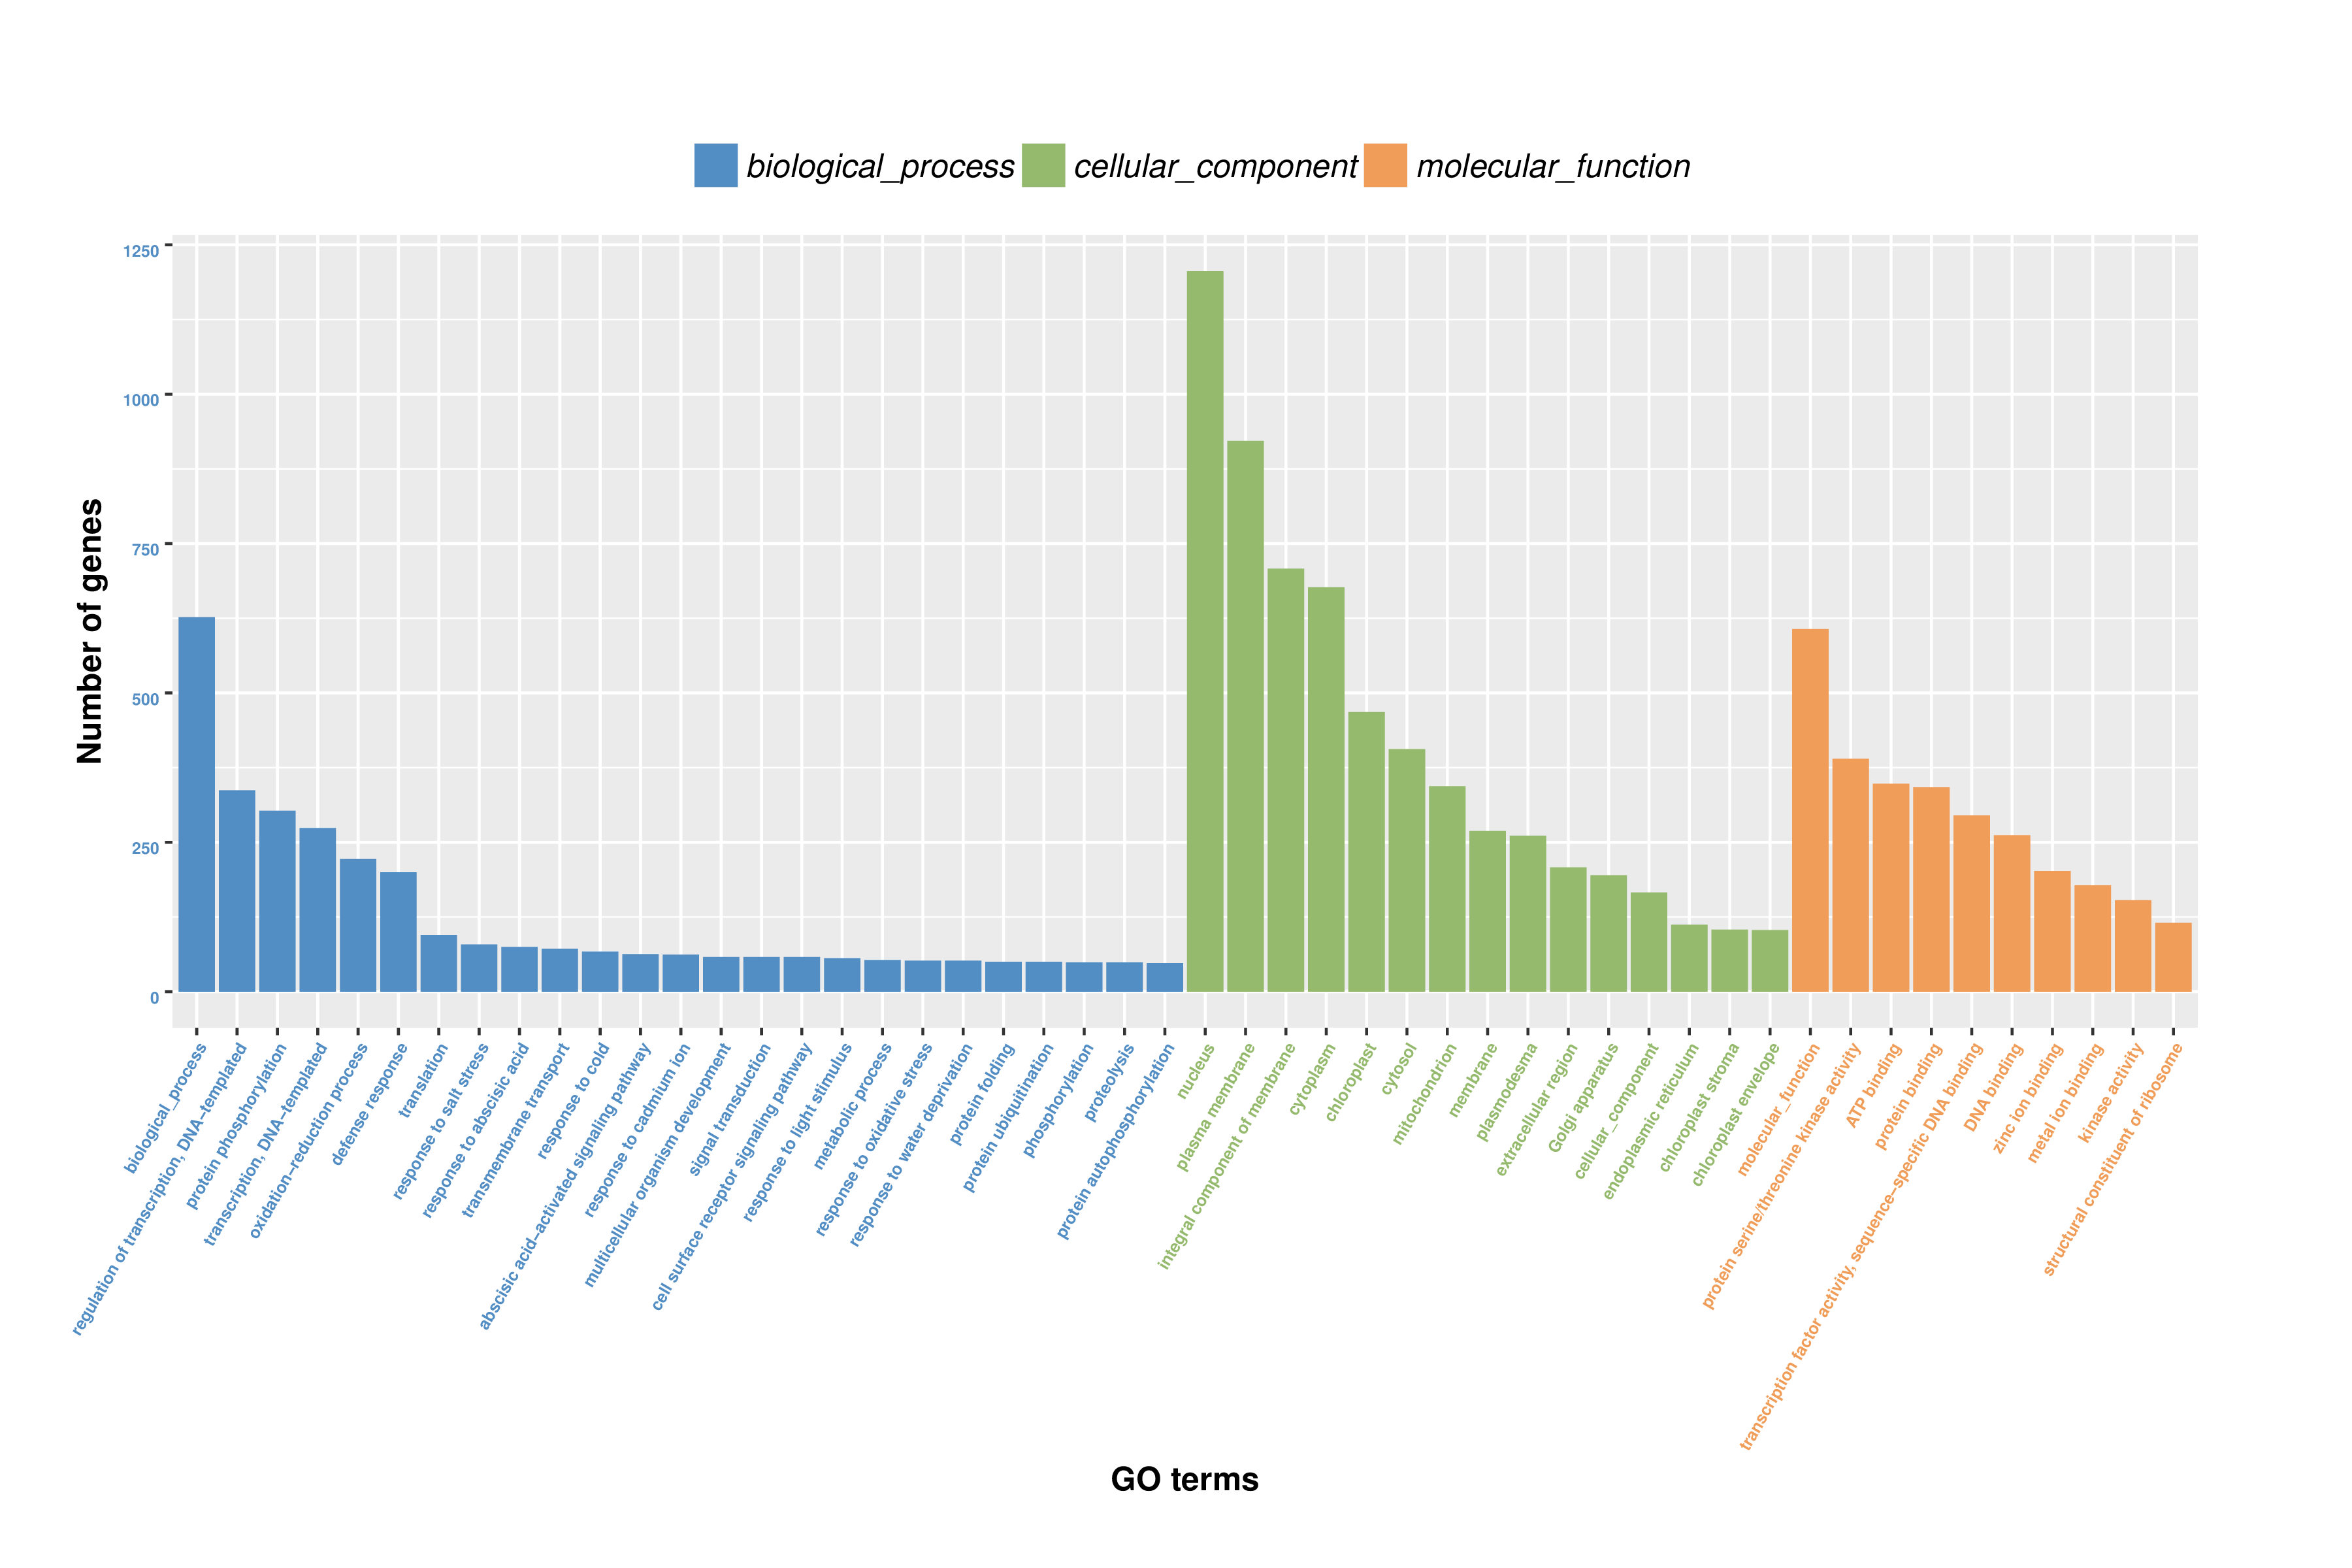

**Figure S3** GO enrichment analysis of differentially expressed Unigenes in *Syringa oblata* Lindl.

**Table S1** Air pollution index for May to October in 2017.

| Month | AQI | Range | Quality level | PM  2.5 | PM  10 | SO_2_ | CO | NO_2_ | O_3_ |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| May | 85 | 37~297 | Good | 24 | 65 | 11 | 0.877 | 31 | 122 |
| June | 68 | 32~148 | Good | 24 | 45 | 9 | 0.723 | 37 | 114 |
| July | 74 | 42~128 | Good | 21 | 50 | 8 | 0.713 | 37 | 124 |
| August | 48 | 27~85 | Excellent | 16 | 38 | 7 | 0.574 | 28 | 88 |
| September | 48 | 29~70 | Excellent | 21 | 48 | 8 | 0.637 | 33 | 74 |
| October | 119 | 35~473 | Mild pollution | 94 | 122 | 17 | 0.848 | 49 | 84 |

**Table S2** Fluorescence quantitative real-time PCR primer sequence.

| Gene_ID | Primer | Primer sequence（5' - 3'） |
| --- | --- | --- |
| TRINITY_DN36967_c0_g1 (PAL) | Forward | AGATTGAGGCTGCTGCTGTGATG |
|  | Reverse | CGATCCTGCTTCGGCTTCTGC |
| TRINITY_DN35155_c0_g1 (4CL1) | Forward | GGACGCAGGAGAAGTTCCAGTTG |
|  | Reverse | CGACGGAGACTTAGGAATGGCATC |
| TRINITY_DN29851_c0_g2 (CYP73A) | Forward | CGCCGCCTCTGTTCCATTCTC |
|  | Reverse | ATAATCCGGCATGGTGGAAGAAGC |
| TRINITY_DN31867_c0_g1 (HST) | Forward | CATGGTCTGATATGGCTCGTGGTC |
|  | Reverse | CGGCTGGTACTCGATGTGCTTG |
| TRINITY_DN31867_c0_g2 (HST) | Forward | TTCTAGGCTCCAACCTCCACTTCC |
|  | Reverse | GGAGATCACCAGCTACTGCGATTG |
| TRINITY_DN35859_c0_g3 (CHS2) | Forward | TGGTTACGGTTGAGGATGTTCGTC |
|  | Reverse | CAATTCGGTGGCGTTGCAGTG |
| TRINITY_DN35859_c0_g2 (CHS) | Forward | GCAGAGCACCACAGGCGAAG |
|  | Reverse | CAGAACCACGGTCTCAACTGTCAG |
| TRINITY_DN32109_c0_g3 (CHS) | Forward | GCCGACTACCAACTCACCAAGC |
|  | Reverse | TGTTGTTCTCCGCCAAGTCCTTG |
| TRINITY_DN36563_c0_g1 (FHT) | Forward | GATGACGATGACGGCGGCAAG |
|  | Reverse | TGTCGAACCGGAGCTTCTCTATGG |
| TRINITY_DN36038_c0_g2 (DLO2) | Forward | GGACGCTGGTGCCTTGACAATC |
|  | Reverse | CTCGGAATTGACCTTCGCTCTGTG |
| TRINITY_DN28124_c3_g2 (DMR6) | Forward | AACTTATGGTCTTCCGGCTCATGC |
|  | Reverse | TGCCATCCTTGAGAACTTGCAGAC |
| TRINITY_DN29800_c0_g2 (SGR1) | Forward | CGCCTCTTCCACCCAAGAAC |
|  | Reverse | GAGGCTGTGCCACCAATTCT |
| TRINITY_DN31579_c2_g5 (CYP75B1) | Forward | ACATGCATACGACTTACCGTGG |
|  | Reverse | GCGGGTGGAGATTGGTCTATG |
| TRINITY_DN28965_c1_g8 (BHLH) | Forward | GGAAGACAGTTCAGCCGACAGAAG |
|  | Reverse | GGCGACAAGGCAGCAGAAGG |
| TRINITY_DN36649_c0_g3 (CPR) | Forward | GTCCAACACAAGATGGCTGAGAGG |
|  | Reverse | AGCCTTGGTGCTGTCTAGAGATCC |

How the deposited data were processed for this re-analysis (not part of the article)

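Leaves of *S. oblata* under natural light (Z0) and 50% to 60% light intensity (Z1) were compared by RNA-seq, with 2 libraries per condition. According to the paper, RNA was sequenced on the Illumina HiSeq 4000, reads were assembled de novo with Trinity 2.4.0, the longest transcript of a gene was kept as its unigene, and Salmon gave the TPM. The submitters' processing notes name cutadapt, FastQC, Salmon and edgeR, and their versions are not given in the sources used here. The methods say that reads from different species were co-assembled for expression analysis. The authors deposited 1 table with TPM, the length and the annotation of 73159 unigenes, and each column of TPM sums to between 999297 and 999450. The sample labels give genomic DNA as the molecule and a genomic library source, and their extraction text, which describes poly(A) selection of RNA, mentions an adipose type although the tissue is leaf. Which of these wordings holds was not tested. The repeats are matched to conditions by the names of the columns, while the sample labels list 1 sample per condition. No reads, counts or genome were used, so reads shared between close copies of a gene could not be told apart, and the depth of the libraries and the precision it gives are unknown.

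The design planned a count model for counts and limma for TPM; as the values are TPM, limma was used, and DESeq2, relative log expression and the filter on counts, planned for counts, were not run. TPM were taken as log2(TPM + 1), unigenes with at least 1 TPM in 1 library were kept (all of them), and limma 3.58.1 in R 4.3.3 was run with a trended prior and no covariate; data.table 1.17.8, Python 3.11.15 and matplotlib 3.10.9 served for tables and plots. Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1 in size made a call. The 61 gene lists, by KEGG pathway or annotation text, were counted at these thresholds, over all unigenes and over each list alone, and tested with limma's camera at a preset correlation of 0.01 and with an estimated one. With the preset correlation 4 lists passed, and with the estimated one every adjusted p was 0.995. KEGG pathways and GO terms of at least 10 members were tested with 1-sided Fisher's exact tests over the annotated unigenes. Some annotation cells were blank in the copy used, so 36560 unigenes entered the GO test.

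Most unigenes named in the text follow a rule. It takes those the paper names by ID, and the 8 highest and 8 lowest called ones. The highest and lowest have at least 10 TPM in the higher condition, a protein name and no overlap between conditions. It adds the up to 4 called members of highest level in each described list, and the most abundant member of each flavonoid enzyme family. This rule, the lists, the design and most alternatives were set before the data were examined. Which 9 lists to describe, the matches to other organisms and the counts of the flavonoid list as a leading result were set after list counts had been seen. Outside the rule, SHT and the examples of light signalling, shade avoidance, mitochondria and other organisms were named after their values were seen.

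The fit was tested on simulated data with the real levels of all unigenes. With 200 unigenes changed and the spread each unigene showed, limma called 0 of 100 at a log2 change of 2 and 0 of 100 at 4 after adjustment, 94 and 100 at an unadjusted p under 0.05, with median estimates of 1.97 and 3.96. After this result 3 further designs were added. With 8000 changed, 78.75% and 95.825% were called, and 449 of 7432 calls were false. With the spread moderated by limma, 55% and 100% of 200 were called with 6 false calls of 161, and 97.65% and 99.85% of 8000 with 408 false calls of 8308. In a test of camera at the preset correlation, the 1 list of 61 raised by a log2 change of 1 over 100 members was called and no other. Unigenes were drawn independently there, so members of a list were not correlated. That test therefore cannot decide between the preset and the estimated correlation. The number of calls at 2 libraries per condition thus rests on how many unigenes differ and on the spread assumed.

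Alternatives were pseudocounts of 0.1 and 5, a filter at 5 TPM, no filter, scaling by median ratio or by TMM (unweighted, as TPM hold no counts, trimming 30% of M and 5% of A), fold thresholds of 1.5 and 4, an unadjusted p under 0.05, an FDR of 0.001, the replicate number as a block, unigenes with a protein annotation only, and leaving out each library. Leaving out a library leaves 1 in its condition, which is assumed to vary like the other condition. Added after seeing the data were fits without rice-matched unigenes, without carlavirus-matched unigenes, without both, and with TPM summed per Trinity component.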

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

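The tests of the rice pattern, the lists of liver and muscle genes and the matches to other organisms were chosen only after the values had been seen; the list of pathogenesis-related proteins was set before. Unigenes whose best Nr match lies in rice, on which the paper does not report, summed to 32956 TPM in Z1-2, above the 2955 TPM of the higher Z0 library. Of those with at least 2 TPM in Z1-2, 73.7% lay under 0.3 TPM in each other library, against 1.07% of unigenes with another plant match, which is consistent with RNA or reads of rice in that library. A response to light is argued against by Z1-1, where their median log2 difference from the mean of Z0 was -0.11, against 2.19 in Z1-2. Where such material would have entered stays open, since no value here separates sampling, library and read assignment. 

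Unigenes matched to mouse genes of liver secretion and metabolism, which the paper does not discuss, summed to 832 TPM in Z1-1. That was above 80.1 TPM in the higher Z0 library and 10.6 TPM in Z1-2. Serum albumin (101 TPM) and apolipoprotein A-II (71.5 TPM) led, both at 0 TPM in Z1-2. Unigenes matched to vertebrate skeletal muscle genes summed to 416 TPM in Z1-2, above 59.1 TPM in the higher Z0 library and 17.5 TPM in Z1-1. Fast myosin heavy chain had 39.8 TPM in Z1-2 and at most 0.09 TPM in the other libraries. Skeletal actin was highest at 62.45 TPM, but had 15.2, 22.7 and 15.6 TPM in Z0-1, Z0-2 and Z1-1. Beta-enolase ENO3 went the other way, at 6.47 and 22.5 TPM in Z0 and 1.33 and 2.52 TPM in Z1.

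Pathogenesis-related proteins, defence proteins of plants that the paper does not discuss, summed to 9783 TPM in the lower Z1 library (Z1-2), above 2824 TPM in the higher Z0 library. One thaumatin-like unigene (tlp) held 3930 TPM of that sum, and as a list the 165 members did not differ from other unigenes (camera adjusted p = 0.916, median log2 fold change 0.38 against 0.45 of all unigenes).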

How the results depend on the processing

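The settings without rice- or carlavirus-matched unigenes and the sums per Trinity component were chosen only after results had been seen, as was the use of the significance and annotation alternatives on structural genes, lists and pathways; the cause of a shift was not tested except where noted. Changed unigenes (3661, of them 2344 higher and 1317 lower), structural genes higher (5), lists past camera (4), pathways past Fisher's test (9) and flavonoid unigenes higher and lower (5 and 5) moved as follows. A pseudocount of 0.1 gave 553 changed, 354 higher, 199 lower, 0 structural genes, 1 pathway and 1 and 2 flavonoid unigenes; a pseudocount of 5 gave 0 of each from limma, with 4115 at an unadjusted p under 0.05. The filter at 5 TPM, with 31035 unigenes tested, gave 3940 higher, 9 structural genes and 19 flavonoid unigenes higher. TMM gave 1385 higher and 2341 lower, 2 structural genes and 3 flavonoid unigenes higher; the share of higher calls was 64.0% as deposited, 46.0% under median ratio and 37.2% under TMM. An unadjusted p under 0.05 gave 17714 changed, 12072 higher, 5642 lower, 10 structural genes, 19 pathways and 26 and 10 flavonoid unigenes, and an FDR of 0.001 gave 0 of each. With a protein annotation only (43336 tested) 1337 changed, 872 higher and 465 lower, with 2 structural genes and 3 flavonoid unigenes higher. No filter and the 1.5-fold threshold moved nothing, since every unigene reaches 1 TPM and every unigene past the FDR also exceeds 2-fold, so they say nothing of stability.

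Leaving out 1 library gave 0 to 8378 changed, 0 to 8233 higher, 0 to 145 lower, 0 to 1 structural genes, 1 to 9 lists, 0 to 5 pathways, 0 to 15 flavonoid unigenes higher and 0 lower. The upper values are those without Z1-1 (4 lists), of which 1114 changed unigenes were shared with all libraries; without Z0-1, Z0-2 and Z1-2 limma called 0 (13482, 12457 and 14713 at an unadjusted p under 0.05) and 1, 3 and 9 lists passed.

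With the replicate block 3999 unigenes changed, 2938 of them shared with the fit without it, 14 pathways passed and 11 flavonoid unigenes were higher. The deviations of same-numbered libraries correlated at -0.087, which does not pair them.

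Without rice-matched unigenes 7762 changed, 5156 higher and 2606 lower, with 11 lists and 12 flavonoid unigenes higher. Without carlavirus-matched unigenes, rescaled, 3 structural genes were higher. Without both, 6887 changed, 3693 higher and 3194 lower, with 8 lists and 11 flavonoid unigenes higher. Summed per component, limma called 5, 4 higher and 1 lower (5425 at an unadjusted p under 0.05), with 8 lists, and 0 structural genes, pathways or flavonoid unigenes.

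Of 1445 values of the 73 named unigenes under these settings, 970 kept their direction and side of the threshold, 431 lost the call, 22 gained it and 22 reversed. Under median ratio, TMM, no carlavirus and no rice or carlavirus, CHI3 DN31839_c0_g1 turned to -0.09, -0.23, -0.07 and -0.05 and DN30268_c3_g6 to -0.26, -0.41, -0.24 and -0.22, the latter also to -0.25 without Z0-1 and just under 0 (0.00) without Z1-1, over a range of -0.25 to 0.36 with 1 library left out. FHT DN36079_c0_g1 turned to -0.03 and -0.17 under median ratio and TMM, -0.11 without Z1-1 (range -0.11 to 0.69 with 1 library left out) and 0.00 without carlavirus, and DN35824_c0_g1 to -0.01 under TMM. Summed per component, DN35859_c0_g3 and DN35859_c0_g2 turned to 0.41, CPR DN36649_c0_g3 to 0.02, DN30060_c0_g3 to -0.06, DN29610_c2_g1 to 0.02, DN30095_c0_g2 to 0.50 and DN29415_c0_g1 to 0.64, since a sum over a component takes in its other unigenes. TPM hold no depth, so what it limits could not be measured.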

Differences from the paper's values

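In this part the settings without rice- or carlavirus-matched unigenes, the use of an unadjusted p on the paper's genes and the ratios with 1 library left out were chosen only after results had been seen. The paper reports 8015 changed unigenes, 4568 of them up-regulated and 3447 down-regulated, at a fold change over 2 and an FDR under 0.001 (results) or a p under 0.05 (methods). Here 3661 changed, 2344 higher and 1317 lower, with limma at an adjusted p under 0.05. Among alternatives set before the data were examined, the filter at 5 TPM (5449 changed, 3940 higher), leaving out Z1-1 (8378 changed) and TMM (2341 lower) came within 1.5 times of the paper's values. None of these did so for each of the 3 counts, since the filter gave 1509 lower, leaving out Z1-1 gave 8233 higher and 145 lower, and TMM gave 3726 changed and 1385 higher. Without Z1-1 the only Z1 library is Z1-2. In Z1-2, 4035 rice-matched unigenes had at least 2 TPM, and under 0.3 TPM in each of the other libraries. How far the count without Z1-1 rests on them was not tested. The other alternatives came within 1.5 times of none, with 17714 at the paper's methods threshold and 0 at its FDR of 0.001, both with limma. Leaving out rice-matched unigenes gave 7762 (5156 higher, 2606 lower), and leaving out rice- and carlavirus-matched ones 6887 (3693 and 3194), each within 1.5 times of the paper's counts, in settings chosen after seeing the values; the first keeps the 5 of the paper's 14 genes called here and adds 2.

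Counts of changed unigenes per GO term lay below the paper's at an adjusted p under 0.05 from limma and above them at an unadjusted p under 0.05, the threshold of the paper's methods. Those of the paper are 627 for biological process, 337 for regulation of transcription, 303 for protein phosphorylation, 1206 for nucleus, 922 for plasma membrane, 708 for integral component of membrane, 607 for molecular function, 390 for protein serine/threonine kinase activity and 348 for ATP binding. Here they were, at the adjusted p, 152, 79, 104, 293, 258, 168, 126, 142 and 109. At the unadjusted p they were 800, 391, 440, 1592, 1256, 885, 769, 538 and 511, each within 1.5 times of the paper's. So were protein phosphorylation (249), plasma membrane (661), kinase activity (301) and ATP binding (255) with the filter at 5 TPM, and nucleus (881), integral component of membrane (556) and ATP binding (343) without Z1-1. The GO counts without Z1-1 rest on Z1-2 as the only Z1 library, the one with high rice-matched unigenes. The other alternatives set before the data were examined did not come within 1.5 times.

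For *CYP73A* the paper reports a fold of 19.16 by quantitative real-time PCR, and the ratio of mean TPM here was 32.0 (standard deviation 7.38 over the Z1 libraries, which leaves out the spread of Z0). The levels in Z0 were 0.26 and 0.75 TPM, and the ratio was 21.5 without Z0-1, which lies within 1.5 times of the paper's value, and 62.1 without Z0-2, so the difference is not resolved by these libraries.

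The paper states that its 13 structural genes and the *bHLH* gene are all higher in Z1, in the RNA sequencing as well. Here 11 of the 13 had a positive log2 fold change, as had *bHLH*, and 5 of the 14 passed limma's test; *CHS2* (-0.72) and *CHS* DN35859_c0_g2 (-0.55) were negative. More of the 14 passed with the filter at 5 TPM (10) and with the replicate block (6), and, in settings chosen after seeing the values, at an unadjusted p under 0.05 (11), without rice-matched unigenes (7) and without rice- and carlavirus-matched ones (7).

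Of the 10 pathways the paper ranks first by KEGG enrichment, 2 were among the first 10 by share of changed members here, sesquiterpenoid and triterpenoid (rank 3) and stilbenoid biosynthesis (rank 4). Vitamin B6 metabolism ranked 11, limonene and pinene degradation 16, flavonoid biosynthesis 18, diterpenoid biosynthesis 23, caffeine metabolism 24 and anthocyanin biosynthesis 48 (4.65% changed, against 4.07% overall). Glucosinolate biosynthesis and other types of O-glycan biosynthesis were among the 17 of 132 pathways with 0 changed unigenes from limma, which are tied.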

Other observations

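The tests of carry-over, of light as the source of the virus signal, of both kinds of unigene in 1 component, of component totals and of light for unigenes found in 1 condition, as well as the examples named for light signalling, shade avoidance, the ribosome and mitochondria, were chosen only after the result was seen; those of the virus share and of fragments were written before. Some defence genes that the paper does not discuss changed. Of 165 pathogenesis-related proteins 14 rose and 2 fell (23 and 6 adjusted over the list alone; 11 and 5 under TMM), led by a thaumatin-like protein (tlp) at 190 and 402 TPM in Z0 and 7312 and 3930 TPM in Z1 (log2 fold change 4.27, standard error 0.50, adjusted p = 0.0371 from limma), the acidic glucanase BG2 (4.08), the endochitinase EP3 (3.49) and STH-21 (2.02). Of 1567 unigenes of plant-pathogen interaction 70 rose and 16 fell (108 and 27 adjusted over the list alone; 41 and 35 under TMM, 53 and 30 under median ratio), among them the wall-associated kinases WAK5 (4.69) and WAKL5 (3.81), the transcription factor WRKY11 (2.65) and DN37957_c2_g1 (4.85). As a whole neither list differed from other unigenes with camera (adjusted p = 0.916 and 0.415), and the median log2 fold change of the pathogenesis-related proteins, 0.38, lay below the 0.45 of all unigenes. The members that rose are high where the carlavirus is low. Of 503 transposable elements 35 rose and 9 fell (83 and 20 adjusted over the list alone; 20 and 15 under TMM; camera adjusted p = 0.540), with DN38274_c1_g1 at 2.97, DN28838_c1_g4 at 4.40 and DN30591_c0_g4 at 1.44, and DN29415_c0_g1 at -1.67, which turns to 0.64 when TPM are summed over its component.

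Of 185 photosynthesis unigenes 2 rose and 2 fell, DN33609_c0_g6 (2.40), DN30060_c0_g3 (1.92), the NDH subunit PNSL3 (-2.26) and DN32569_c0_g6 (-2.23), of which DN30060_c0_g3 turns to -0.06 and DN33609_c0_g6 and DN32569_c0_g6 lose their call (0.93 and -0.05) when TPM are summed per component. Of 38 antenna proteins, which bind chlorophyll for light harvesting, 1 rose and 2 fell. These were AB96 (1.45, a call lost under TMM), DN29610_c2_g1 (-3.77) and CAP10A DN30095_c0_g2 (-2.04), whose component sums stand at 0.02 and 0.50. Under TMM photosynthesis had 0 higher and 3 lower and the antenna proteins 0 and 4. Of 149 unigenes of shade avoidance and cell expansion 5 rose and 1 fell, among them the auxin-responsive SAUR32 (1.80), and of 157 of light signalling 3 rose, with the UV-B receptor UVR8 at 1.85, and 1 fell, the photolyase UVR3 (-2.39). Under TMM these lists had 2 higher and 7 lower, and 0 and 2, and under median ratio 4 and 5, and 0 and 1, so the balance of calls in shade avoidance turns and no light signalling unigene stays higher. Relative to other unigenes, camera placed ribosome unigenes lower (1322, 11 rose and 17 fell, median log2 fold change 0.06, adjusted p = 0.000689) and ribosomal RNA or mitochondrial ones lower (112, 0 rose and 6 fell, adjusted p = 0.00780), and both calls are lost with an estimated correlation (adjusted p = 0.995 for each; unadjusted p = 0.203 and 0.0356). Under TMM the ribosome list had 6 higher and 56 lower, and under median ratio 7 and 48. The 6 ribosomal RNA or mitochondrial unigenes that fell as deposited carry names of animal mitochondrial genes. Mtco1, for example, had 10.3 and 8.94 TPM in Z0 and 0.47 and 0 TPM in Z1. Virus-matched unigenes were also lower (40, 1 rose and 6 fell, camera adjusted p = 0.00391), a call also lost with an estimated correlation (unadjusted p = 0.206). Limma called these members over all libraries, and it called 0 unigenes of any list without Z0-1, Z0-2 or Z1-2 (13482, 12457 and 14713 of all unigenes at an unadjusted p under 0.05).

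Carlavirus-matched unigenes were higher in both Z0 than in both Z1 libraries in 10 of 10. Without them and with TPM rescaled, 1593 unigenes were higher and 1811 lower in Z1, instead of 2344 and 1317. The median log2 fold change fell by 0.20, to 0.25, and higher calls made up 46.8% of all. The number of higher calls thus depends on the virus share. For that number the ratio was 1.47, under the bound of 1.5 written beforehand. It lay within a margin of 10% that was set after the ratio was seen. By that bound, whether the virus share alone sets the number stays undecided. In Z1-1 the log2 ratio of the virus signal to the mean of Z0 had an SD of 0.339 over the 10 unigenes, as carry-over from Z0 would give. Low-level infection with the same virus would give a steady ratio too, so this test cannot tell them apart. In Z1-2 the SD was 5.24, above the bound set to count against carry-over alone. It rests on unigenes listed near 0 TPM in Z1-2, such as coat protein DN35147_c0_g4 at 0.03 TPM. Reads shared between close copies could not be told apart, so carry-over stays open there as well. Light and infection of the sampled trees cannot be told apart, as both follow the same split of 4 libraries. Fungus-matched unigenes (650) summed to 1960 and 2375 TPM in Z0 and 999 and 1060 TPM in Z1.

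At 5 TPM or more in both libraries of 1 condition and under 0.5 TPM in both of the other, 685 unigenes (321 in Z0, 364 in Z1) were found in 1 condition, and 41.3% of them had a protein match, against 73.1% of other unigenes with at least 5 TPM in 1 library. Whether they include alleles of different trees stays open: where the rest of the component reached 5 TPM (541 unigenes), 60.6% of component totals differed by under 2-fold against 68.2% without the unigene itself, within the margin of 10 points, and 13 components held both kinds against a median of 6 and a highest value of 15 in 1000 random reassignments, of which 4 reached 13. The bound of that last test was loosened after the 13 was seen, from counting against alleles to undecided, and with the other 2 definitions tried 39 components (median 31) and 45 (median 49) held both kinds, so it depends on the definition. They are also short, with a median length of 0.528 of that of other unigenes, which fits fragments of the assembly. Light cannot be told apart from differences between trees for these 685 unigenes or for any other call, since both follow the same split.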
